# Analysis of mRNA-derived siRNAs in mutants of mRNA maturation and surveillance pathways in *Arabidopsis thaliana*

**DOI:** 10.1038/s41598-022-05574-4

**Published:** 2022-01-27

**Authors:** Michal Krzyszton, Joanna Kufel

**Keywords:** Plant molecular biology, RNA metabolism, RNAi

## Abstract

Defects in RNA maturation and RNA decay factors may generate substrates for the RNA interference machinery. This phenomenon was observed in plants where mutations in some RNA-related factors lead to the production of RNA-quality control small interfering RNAs and several mutants show enhanced silencing of reporter transgenes. To assess the potential of RNAi activation on endogenous transcripts, we sequenced small RNAs from a set of *Arabidopsis thaliana* mutants with defects in various RNA metabolism pathways. We observed a global production of siRNAs caused by inefficient pre-mRNA cleavage and polyadenylation leading to read-through transcription into downstream antisense genes. In addition, in the *lsm1a lsm1b* double mutant, we identified *NIA1*, *SMXL5*, and several miRNA-targeted mRNAs as producing siRNAs, a group of transcripts suggested being especially sensitive to deficiencies in RNA metabolism. However, in most cases, RNA metabolism perturbations do not lead to the widespread production of siRNA derived from mRNA molecules. This observation is contrary to multiple studies based on reporter transgenes and suggests that only a very high accumulation of defective mRNA species caused by specific mutations or substantial RNA processing defects trigger RNAi pathways.

## Introduction

Small RNA interference (RNAi) pathways are conserved mechanisms implicated in the defence against invading nucleic acids and in the regulation of gene expression. These processes are extensively studied in a model plant species *Arabidopsis thaliana,* where different small RNA pathways can be distinguished based on the nature of small RNA (sRNA) precursors, processing enzymes, and effector complexes. Major plant small RNA classes include microRNA (miRNA), small interfering RNA (siRNA), *trans*-acting siRNA (ta-siRNA), natural antisense transcripts siRNA (nat-siRNA), and heterochromatic siRNA (het-siRNA) (reviewed in^1^). We recently described two mutants involved in mRNA metabolism with elevated production of siRNAs from protein-coding genes^2,3^. Here, we tried to determine if such a phenomenon could also be observed in a broader set of RNA-related mutants.

Arabidopsis genome is relatively small and densely packed with genes, which makes regulation of Pol II transcription especially important. We and others showed that XRN3 5′–3′ exoribonuclease is a crucial factor for Pol II transcription termination and defects in this process give rise to read-through transcripts^2,4^. In the case these transcripts are antisense to mRNAs, they may trigger double-stranded RNA (dsRNA) formation and, consequently, siRNA synthesis^2,5^. Transcripts arising from defective maturation or impaired degradation are considered aberrant. Their features include, but are not limited to, lack of cap structure, as is the case for read-through transcripts in the *xrn3* mutant, lack or shortened poly(A) tail, defective pre-mRNA 3′ end formation and incomplete splicing^6^. It has been postulated that mRNA surveillance and RNAi pathways compete in removing such faulty RNA molecules^6^. Several studies have demonstrated the existence of a new class of sRNAs called rqc-siRNA (RNA quality control small interfering RNA)^7^ or ct-siRNA (coding transcript-derived siRNAs)^8^, which are generated mainly due to defects in RNA degradation machinery from mRNAs that do not normally produce siRNAs. In line with this, our recent work demonstrated a strong accumulation of siRNAs in the mutant of the *DXO1* gene involved in mRNA cap surveillance^3^.

Mutations in factors directly engaged in mRNA decapping^3,7,9–11^ or 5′–3′ and 3′-5′ RNA degradation^8,12–18^ initiate production of siRNAs from mRNAs mediated by RNA-dependent RNA polymerase (RDR) and Dicer-like proteins, mainly but not exclusively by RDR6 and DCL2/4 (reviewed in^6,19^). It has been demonstrated that severe phenotypes of decapping *dcp2* and *vcs* mutants and the RNA degradation double mutant *ski2 xrn4* are partially suppressed by elimination of siRNA production from several hundreds of mRNAs^7,8,18^, which underscores the significance of this new class of siRNAs. These RNA degradation factors and many others have also been identified as suppressors of transgene silencing mediated by siRNA^7,16,20–26^. However, it seems that transgene high expression renders them more sensitive to any disturbances in RNA metabolism than most endogenous mRNAs. Except for mRNA decapping, biogenesis of rqc-siRNA from endogenous mRNAs is strongly increased only when both 5′ and 3′ cytoplasmic RNA degradation pathways are defective, while a disturbance in either of these mechanisms results in an enhanced accumulation of small RNAs from a limited number of loci or reporter transgenes^8,12–15^. This is also true in the L*er* accession of *A. thaliana,* which has an active form of *SOV* (SUPPRESSOR OF VCS) gene, encoding a homolog of DIS3L2 3′–5′ cytoplasmic exonuclease^9,27^. Notably, although a point mutation in the *RRP4* gene of the exosome core complex subunit increases transgene silencing^28^, high-throughput sequencing of small RNAs from the *RRP4 RNAi* line showed a minor impact on the production of siRNAs from mRNAs^29^. Also, aberrant mRNA biogenesis may lead to the production of new siRNAs and the increase of transgene silencing. Enhancement of transgene silencing was observed in the case of defects in mRNA splicing^30,31^, cleavage and polyadenylation^30,32,33^, transcription regulation^16^ and termination^5^. A whole plethora of RNA maturation and degradation mutants showing stronger transgene silencing led to the hypothesis that defects in mRNA metabolism give rise to accumulation of aberrant mRNA species and production of unwanted siRNAs, with a potentially toxic effect on cellular functions^6^.

Here, we set out to validate this assumption by sequencing small RNA libraries from a set of mutants, which potentially are candidates for rqc-siRNA production. Our analysis of *cstf64-2* transcription termination mutant showed a more robust siRNA accumulation from about a thousand mRNAs, mainly due to read-through transcription from downstream convergent genes. However, sequencing of small RNAs from mutants in other factors involved in pre-mRNA 3′ end formation (*rsr1-2*, *fy-2*), mRNA poly(A) tail control (*ahg1-2*, *ccr4a*, *pab2 pab4*), NMD (*upf1-5*, *upf3-1*), RNA 5′–3′ decay (*lsm1a lsm1b*) and splicing (*ncb-4*) revealed that the majority showed only weak or no signs of increased siRNA production from mRNAs. These results suggest that different RNA degradation pathways may substitute for each other or that the rqc-siRNA generating mechanisms are limited only to a specific group of aberrant transcripts.

## Results and discussion

### Strong defects in mRNA cleavage and polyadenylation induce siRNAs production

Our previous work showed that Pol II transcription termination defects in *xrn3-8* mutant lead to small RNA production sourcing from convergent protein-coding gene pairs^2^. The crucial step of Pol II transcription termination is pre-mRNA 3′ end processing conducted by the multisubunit cleavage and polyadenylation complex (CPA). One of its components is the CstF64 protein responsible for the recognition of GU-rich elements in nascent RNAs^34^. We performed small RNA profiling of the *cst64-2* mutant, which exhibits delayed Pol II release due to dysfunction of the cleavage and polyadenylation machinery. Mutant plants are sterile and show characteristic morphology^35^, allowing for the selection of 21 day-old *cstf64-2* homozygous plants grown on soil along with Col-0 wild-type. Since widespread defects in Pol II transcription termination due to the *cstf64-2* mutation have not been directly demonstrated in Arabidopsis, we checked the level of read-through transcripts downstream of several genes that we previously reported to have deficient termination in the *xrn3-8* mutant^2^. All tested regions showed significant up-regulation of transcripts that was often unrelated to changes in the expression of upstream mRNAs (Fig. 1A). This analysis confirmed the role of CSTF64 in Pol II transcription termination and showed that the production of read-through transcripts in the mutant does not always affect the expression of parental genes.

**Figure 1:**
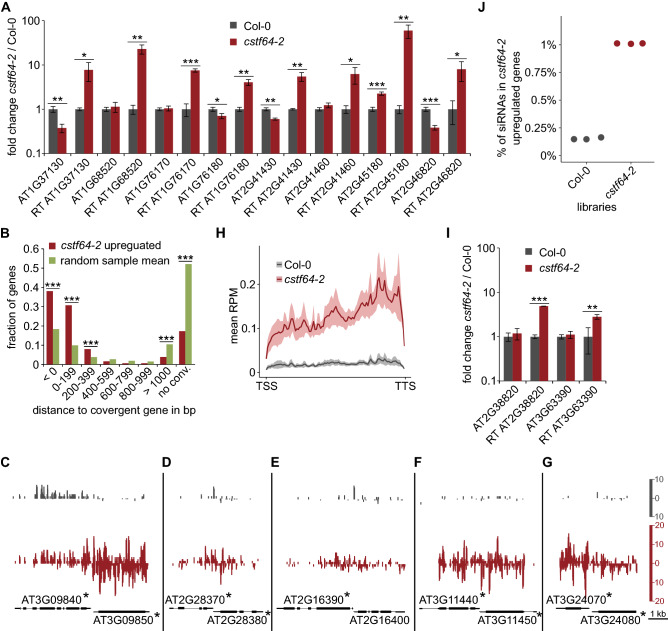
The *cstf64-2* mutation causes defects in Pol II transcription termination and generation of rqc-siRNAs from convergent genes. **(A)** The *cstf64-2* mutant has defects in Pol II termination. The expression level of genes and their downstream regions (marked RT for read-through) as measured by RT-qPCR. Fold changes, expressed relative to the wild-type, represent a mean of three independent biological replicates with standard deviations (s.d.); *P < 0.05; **P < 0.01; ***P < 0.001 (t-test). *ACT2* mRNA was used as a reference. (**B**) The majority of genes producing siRNAs in the *cstf64-2* mutant have convergent gene partners. Genes with siRNA production in the mutant (n = 1102) were divided according to the presence of and distance to the convergent gene. For comparison permutation testing (1 million repetitions) of all protein-coding genes was performed. In each repetition, a set of protein-coding genes was randomly sampled to obtain 1102 genes that were divided as for *cstf64-2*-affected genes. The mean values for each gene group were calculated for all samples, and the frequency of finding samples with the number of genes higher or lower than the true number of affected genes was identified (***P < 10^−6^). **(C–G)** Profiles of small RNA reads in Col-0 and the *cstf64-2* mutant over representative genes with the accumulation of siRNAs in the mutant. Asterisks denote genes with the significant increase of siRNAs identified in small RNA-seq analysis. Small RNAs tracks were normalized to reads per ten million. (**H**) Novel siRNAs produced in the *cstf64-2* mutant are spread along source genes. Mean values of normalised (RPM) siRNA counts was profiled in 10 bp bins over length adjusted protein-coding genes showing siRNA production in the *cstf64-2* mutant (n = 1100; two genes with atypical siRNA peaks in Col-0: AT2G17305 and AT5G41765 were excluded). Shaded areas show 0.95 confidence intervals. (**I**) Genes without converged partners also produce read-through transcripts. The expression level of genes and their downstream regions as measured by RT-qPCR. Fold changes, expressed relative to the wild-type, represent a mean of three independent biological replicates with standard deviations (s.d.); **P < 0.01; ***P < 0.001 (t-test). *ACT2* mRNA was used as a reference. (**J**) Fraction of small RNA reads for *cstf64-2*-affected genes in sequenced libraries.

Small RNA libraries were prepared in triplicates and sequenced to 10 million reads per sample (Table S1). Reads were mapped and counted in exons of genes from Araport11 annotation^36^, and counts were used for differential analysis using DESeq2^37^. 

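The deposited values of this experiment are the raw number of reads that the authors counted on each of 37184 Araport11 genes, with all read lengths together. They trimmed the adapters, kept reads of at least 15 bases and mapped them to TAIR10 without mismatches before counting in exons. Small RNAs came from 3 libraries of *cstf64-2* and 3 of Col-0, the wild-type accession, all from 21 day-old plants grown on soil. Each set of mutants had its own wild-type libraries, and those of this experiment are named Col-0 (3). Between 2260528 and 2323991 reads were counted on genes in the *cstf64-2* libraries, with a median of 2289176. In Col-0 (3) the range was from 2015212 to 2274386, with a median of 2080810. The counts were compared with edgeR's quasi-likelihood test after TMM normalization, over the 9207 genes that passed edgeR's filter on low counts, with Benjamini-Hochberg adjustment. A gene was called up where its adjusted p-value was under 0.05 and its log2 fold change over 1, which are the thresholds of the paper. This test returns no standard error. The SE given with a log2 fold change is its size divided by the square root of the test's F statistic, an approximation. Gene types and positions were taken from the TAIR10.1 annotation. A gene with 3 reads or fewer in every library of a group was treated as at the floor, and fold changes against such a group are lower bounds. In these 6 libraries 3 reads correspond to 0.288 to 0.297 RPM of the library size of Table S1, and this floor covers counting error only. Normalized RPM of genes are TMM-scaled counts per M reads on genes, a smaller total. They are not on the scale of these values. The mutated gene *CSTF64* (AT1G71800, chromosome 1 from 26999374 to 27002458) had 5, 6 and 7 reads in the *cstf64-2* libraries and 4, 3 and 2 in Col-0 (3), too few to be tested.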

In such an approach, we focused on the identification of genes with siRNA production as a way to identify the role of their properties in this process. 

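Small RNA counts were higher in *cstf64-2* than in Col-0 (3) for 1250 genes and lower for 304. For 1249 of the genes that were up, the raw counts of the 3 mutant libraries all lay above the 3 wild-type counts. The median log2 fold change of the genes that were up was 2.29. No filter beyond 1 count moved the number most, to 1818 genes up, and scaling to the library sizes of Table S1 in place of TMM normalization gave 1583. DESeq2 without a beta prior called 1174 genes up, and the 6 fits that each left out one library gave from 1142 to 1581. With the replicate number as a block, 1253 genes were up and 306 down. Same-numbered libraries of *cstf64-2* and Col-0 (3) deviated from their group means with a mean correlation of 0.157 across genes, and genes are not independent replicates. Of the genes with the largest fold change, *CYP96A10* (AT4G39490, chromosome 4 from 18365049 to 18366888) had 39.3 ± 4.24 normalized RPM (SD, n = 3) in *cstf64-2* and no reads in Col-0 (3). This is at least 26.0-fold higher (adjusted p = 3.07e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *MAP3KA* (AT1G53570, chromosome 1 from 19987117 to 19991214) had 11.8 ± 2.64 RPM (SD, n = 3) against none, at least 7.81-fold higher (adjusted p = 0.00012, same edgeR test).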

We identified 1172 genes with significantly elevated levels of small RNAs in the mutant (FDR < 0.05, log2FC > 1; Supplementary Dataset 1). Since the CPA complex is mainly involved in the 3′ end formation of pre-mRNAs, we excluded pseudogenes, transposons and other non-protein-coding genomic features, leaving 1102 genes for further analysis. 

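Among the genes called up in *cstf64-2*, 1163 (93.0%) were protein-coding. The others were 37 pseudogenes or transposable elements, 35 structural RNA genes, 13 long non-coding RNA genes and 2 organelle genes. Among all genes tested in this experiment, 46.0% were protein-coding and 42.7% pseudogenes or transposable elements. Of the genes with fewer reads in the mutant, 38.2% were protein-coding. The number of protein-coding genes up ranged from 1061 to 1474 when each library was left out in turn.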

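The distance from the 3′ end of each gene to the 3′ end of the nearest protein-coding gene that converges on it from the opposite strand was measured on TAIR10.1, and overlapping genes were counted as within any distance. Of the 1163 protein-coding genes up in *cstf64-2*, 848 (72.9%) had such a gene at less than 400 bp. Random lists of the same size, drawn 10000 times from 27444 protein-coding genes, gave 31.0% on average (SD 1.31 over the lists) and 35.9% at most. No random list reached the observed share (one-sided permutation p = 0.0001, the smallest that these lists can give). The limit on the distance moved the share most, to 65.2% within 200 bp against 27.0% of random lists. Lists drawn only from the protein-coding genes tested averaged 34.8%, and lists matched on the mean count in Col-0 (3) averaged 33.4%. The convergent genes overlapped for 36.8% of the up genes and for 17.1% of all protein-coding genes. A gap of under 200 bp was found for 28.4% of the up genes and 9.97% of all protein-coding genes, and a gap of at least 200 and under 400 bp for 7.74% and 3.95%. At a gap of at least 400 and under 1000 bp these shares were 2.84% and 6.78%.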

As many as 76% of genes with up-regulated siRNA production in *cstf64-2* plants have antisense convergent genes at a distance of less than 400 bp, which is twice as much as in the random sampling control (Fig. 1B). This observation supports our hypothesis that defects in transcription termination from downstream convergent genes create antisense read-through transcripts. Such RNA species may form double-stranded RNAs by pairing with mRNAs, which triggers siRNA production. This outcome mainly applies to highly expressed gene pairs since low-expression genes would not generate abundant read-through transcripts that could initiate siRNA synthesis. Examples of such gene pairs are shown in Fig. 1C–G. Consistently, genes with increased siRNAs show high overlap with those identified in the *xrn3-8* transcription termination-deficient mutant^2^ and low with mutants involved in cytoplasmic mRNA degradation^7,8^ (Supplementary Fig. 1A–C). 

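Both genes of each of the 5 pairs in Fig. 1C–G were called up in *cstf64-2*, and each was the other's nearest convergent protein-coding gene. *CDC48* (AT3G09840, chromosome 3 from 3019249 to 3023052) ends 88 bp from AT3G09850 (3023141 to 3025945), and their log2 fold changes were 1.03 (SE 0.29) and 4.86 (SE 0.19). AT2G28370 (chromosome 2 from 12131544 to 12133772) overlaps *DRB2* (AT2G28380, 12133732 to 12136241) by 41 bp. AT2G28370 was at least 5.50-fold higher than the floor it had in Col-0 (3), and *DRB2* had a log2 fold change of 2.68 (SE 0.35). *DRD1* (AT2G16390, chromosome 2 from 7097280 to 7101351) and *BLH7* (AT2G16400, 7101269 to 7103928) overlap by 83 bp and had log2 fold changes of 3.39 (SE 0.45) and 1.48 (SE 0.39). *MYB65* (AT3G11440, chromosome 3 from 3602036 to 3605172) and AT3G11450 (3605126 to 3608092) overlap by 47 bp, with log2 fold changes of 4.42 (SE 0.33) and 3.81 (SE 0.35). AT3G24070 (chromosome 3 from 8693061 to 8694770) lies 96 bp from AT3G24080 (8694867 to 8697142). AT3G24070 was at least 26.7-fold higher than the floor, and AT3G24080 had a log2 fold change of 3.31 (SE 0.31). The adjusted p-values of these 10 genes ranged from 6.68e-08 to 0.016 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, n = 3 per group). The highest adjusted p with 1 library left out was 0.078 for *CDC48* and 0.0696 for *BLH7*, so these calls depend on single libraries. From the excess of convergent genes, the paper reasons that antisense read-through transcripts in *cstf64-2* may pair with mRNAs into double-stranded RNA, and that this triggers siRNA production.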

Contrary to our expectations, we do not observe an enrichment of small RNAs exclusively at 3′ ends of affected genes (Fig. 1H). This suggests that initial dsRNA formation close to the 3′ end of the transcript may trigger siRNA production from the whole molecule, which requires RNA-dependent RNA (RDR) polymerase activity. Another possibility is that defective mRNA 3′ end formation is a feature that recruits RDR independently of antisense transcripts pairing. Such a mechanism has been demonstrated earlier for several transgene reporters^32,33^. 

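Of the protein-coding genes up in *cstf64-2*, 315 (27.1%) had no convergent protein-coding gene at less than 400 bp. For 24.2% of the up genes, against 62.2% of all protein-coding genes, the nearest convergent gene was 1000 bp or more away or absent. The median log2 fold change was 1.81 for the genes without a close convergent gene and 2.52 for those with one. Read-through transcripts were measured by RT-qPCR and are not analysed here.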

In our data, it is supported by identification of genes that lack downstream convergent partners but still generate read-through transcripts and produce siRNAs (Fig. 1B,I).

Albeit widespread among genes, the accumulation of novel siRNAs appears to be relatively moderate in terms of the absolute number of sRNAs (Fig. 1H). Small RNAs from genes showing an increase in their level in *cstf64-2* represent 1% of mutant small RNA libraries and 0.15% of wild-type libraries (Fig. 1J). Such a limited increase may explain why siRNA accumulation does not lead to significant changes in the expression of their source genes, as assayed for ten mRNAs by RT-qPCR (Fig. 2A). However, we cannot exclude that some genes that have not been tested respond to these siRNAs. 

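Reads counted on the 1163 protein-coding genes up in *cstf64-2* made up 0.488% ± 0.00435 (SD, n = 3) of the library size given in Table S1 for the mutant and 0.0907% ± 0.00506 (SD, n = 3) for Col-0 (3), a ratio of 5.38. Every mutant library had a higher share than every wild-type library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The choice of the total moved the shares most, to 2.18% and 0.440% of the reads counted on genes. The genes were selected and measured on the same libraries, so the difference in share follows in part from the selection.

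**Figure D1:**
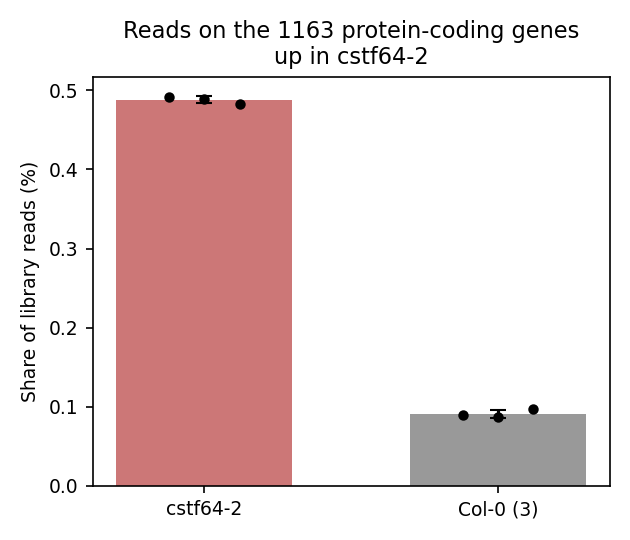
Share of the sequenced reads, in percent of the library size of Table S1, that was counted on protein-coding genes up in *cstf64-2*. Bars are means, error bars are SD and points are the 3 libraries of each group, which differ between groups by far more than within them.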

The length distribution of small RNAs from genes with siRNA increase in *cstf64-2* plants has two prominent peaks—21 and 24 nt (Fig. 2B). Since it is assumed that biogenesis of 24 nt long siRNAs takes place in the nucleus and this class is involved in transcriptional gene silencing^1^, novel siRNAs in *cstf64-2* plants could be produced mainly in this cellular compartment. It could also explain the lack or only weak impact of sRNA increase on the level of cytoplasmic mRNAs. Finally, GO term enrichment analysis for genes producing more siRNAs in the *cstf64-2* mutant showed that a significant number are implicated in mRNA metabolism (Fig. 2C). This observation suggests a self-regulatory mechanism that affects gene expression when read-through transcripts accumulate in physiological conditions, as recently described for drought stress in Arabidopsis^38^. In plants, siRNAs derived from natural antisense transcripts have been described to be involved in the regulation of expression of their source genes^39,40^. It is possible that the controlled production of read-through transcripts followed by siRNA accumulation may affect the pattern of gene expression on the local scale or genome-wide.

**Figure 2:**
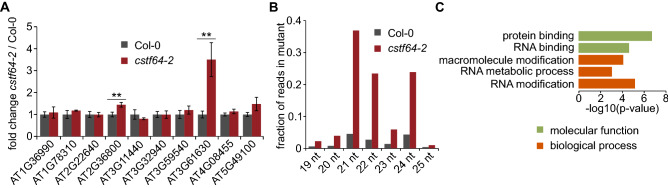
Gene expression changes in the *cstf64-2* mutant. (**A**) RT-qPCR analysis of selected genes shows that accumulation of rqc-siRNAs in *cstf64-2* mutant does not result in down-regulation of their source mRNAs. Fold changes, expressed relative to the wild-type, represent a mean of three independent biological replicates with standard deviations (s.d*.*); **P < 0.01 (t-test). *ACT2* mRNA was used as a reference. **(B)** Length distribution of siRNAs from protein-coding genes showing their up-regulation in the *cstf64-2* mutant. (**C**) GO terms enriched among protein-coding genes with enhanced siRNA production in the *cstf64-2* mutant. Shown are GO terms with FDR < 0.001 and enrichment > 1.5. Colour legend shows GO terms ontologies.

### The majority of tested mutants show limited production of mRNA-derived siRNAs

We chose the *CSTF64* gene for our small RNA analysis as its mutation shows a clear developmental phenotype^35^, suggesting the importance of this gene for plant RNA metabolism. Two other components of the 3′ end processing machinery have been reported to act as suppressors of transgene silencing by siRNAs, *CSTF64* paralog *ESP1/RSR1* and CPSF100 component of the CPA complex^30^. Therefore, we decided to extend our analysis to include the viable *rsr1-2* knock-out mutant^41^ and the hypomorphic mutant of the *FY* gene encoding a protein that interacts with CPSF100 in the CPA complex^30^. Since mRNA 3′ end formation and polyadenylation efficiency may affect its fate, we decided to add mutants of factors potentially involved in poly(A) tail length control. Importantly, two Arabidopsis putative deadenylating enzymes PARN/AHG2 and CCR4a act as suppressors of transgene silencing dependent on RDR6 and SGS3 (SUPPRESSOR OF GENE SILENCING3) and co-localise with siRNA-bodies^24^. However, it should be emphasised that data on the cellular localisation of AHG2 is not consistent with its function in mitochondria^42^. In turn, Poly(A)-binding (PAB) proteins regulate mRNA deadenylation and translation, contributing to mRNA cytoplasmic turnover and stability^43^. Out of eight Arabidopsis PAB proteins, PAB2, PAB4 and PAB8 are expressed in vegetative tissues. While triple mutants are not viable, the combination of *pab2* and *pab4* knock-out mutations shows the strongest phenotypic defects^44^.

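The deposited counts of these mutants cover 18 libraries, 3 for each of *ahg2-1*, *ccr4a*, *rsr1-2*, *fy-2*, *pab2 pab4* and their Col-0, named Col-0 (2). Table S1 names *ccr4b* where the deposit and the text have *ccr4a*. Part of the deposit and of Supplementary Dataset 1 has the name rsr2 for *rsr1-2*, and this was taken as the same mutant. Reads counted on genes ranged from 7767365 to 9151932 per library, with a median of 8835160 in Col-0 (2), 8160788 in *ahg2-1*, 8908666 in *ccr4a*, 8960118 in *rsr1-2*, 8508902 in *fy-2* and 9035365 in *pab2 pab4*. Genes of rRNA carried from 44.6% to 50.4% of these counts and protein-coding genes from 6.38% to 8.24%, or 574202 to 733058 reads per library. The authors' values of this set are raw gene counts in which a read that maps to several places was counted at each of them. All lines of a count file summed to 1.73 to 1.77 times the library size of Table S1, and 200 genes had counts identical to those of another gene in all 18 libraries. In the *cstf64-2* experiment the sum was 0.910 to 0.969 times the library size and 0 genes had such counts, so its libraries were not compared with those of this set. Each mutant was tested against Col-0 (2) over 9371 to 9747 genes. Among the mutated genes, *PAB2* (AT4G34110, chromosome 4 from 16336291 to 16340314) had 4, 9 and 5 reads in *pab2 pab4* and 86, 87 and 96 in Col-0 (2). This was a log2 fold change of -4.37 (SE 0.28, adjusted p = 2.74e-10, edgeR's quasi-likelihood test). *PAB4* (AT2G23350, chromosome 2 from 9942915 to 9946347) had 11, 4 and 22 reads against 18, 30 and 21, a log2 fold change of -1.38 (SE 0.42, adjusted p = 0.0266, same edgeR test), which rose to an adjusted p of 0.13 with 1 library left out. *AHG2* (AT1G55870) had 1, 0 and 2 reads in *ahg2-1* against 1, 1 and 2, and *RSR1* (AT1G73840) had 4, 8 and 6 in *rsr1-2* against 0, 8 and 3, too few to be tested.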

Small RNA libraries were prepared in biological triplicates from 14 day-old Col-0 and *ahg2-1*, *ccr4a*, *rsr1-2*, *fy-2* and *pab2 pab4* mutant seedlings grown on MS solid medium, sequenced (Table S1) and analysed as described above. We identified only from 28 (*crr4a* and *fy-2*) to 273 (*ahg2-1*) genes with significantly elevated levels of small RNAs (FDR < 0.05, log2FC > 1; Fig. 3A, Supplementary Dataset 1). However, these numbers dropped to 19 and 102, respectively, when only protein-coding genes were considered (Fig. 3A). This was caused by a large fraction of affected genes belonging to pseudogenes and transposable elements. 

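Called up against Col-0 (2) were 333 genes in *ahg2-1*, 167 in *pab2 pab4*, 86 in *rsr1-2*, 47 in *fy-2* and 45 in *ccr4a*. Scaling to the library sizes of Table S1 moved 4 of these numbers most, up to 1064 in *pab2 pab4*, while *ccr4a* moved most, to 183, against the other Col-0 of this age. With 1 library left out at a time, the numbers ranged from 267 to 387 in *ahg2-1*, 105 to 224 in *pab2 pab4*, 56 to 148 in *rsr1-2*, 26 to 66 in *fy-2* and 29 to 51 in *ccr4a*. Against the Col-0 libraries sequenced with the other 14 day-old mutants, 210 (31.0%) of the 678 calls in these 5 mutants were also up. *DEG6* (AT1G51150, chromosome 1 from 18948370 to 18949290) had the largest fold change in *ahg2-1*, *ccr4a*, *fy-2* and *rsr1-2*, since Col-0 (2) had no reads on it. It was at least 16.5-fold higher in *ahg2-1*, 28.6-fold in *ccr4a*, 14.3-fold in *fy-2* and 7.50-fold in *rsr1-2*, with adjusted p-values from 1.46e-11 to 1.13e-06 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The other Col-0 libraries of this age had 27 to 39 reads on *DEG6*, and against them its log2 fold change was 1.34 in *ccr4a* (adjusted p = 6.55e-05, same edgeR test), 0.55 in *ahg2-1*, 0.35 in *fy-2* and -0.57 in *rsr1-2*. Of the genes next in fold change, AT1G55240 in *ahg2-1* and AT3G23633 in *ccr4a* stayed up against them (adjusted p = 1.5e-05 and 2e-05, same edgeR test). AT5G21125 in *fy-2* and AT4G10190 in *rsr1-2* fell to log2 fold changes of 0.37 and 0.49. In *pab2 pab4* the largest log2 fold change was that of AT4G13992 (chromosome 4 from 8087310 to 8089347), at 2.99 (SE 0.28, adjusted p = 1.27e-07, same edgeR test).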

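Protein-coding genes made up 153 of the calls in *ahg2-1*, 80 in *pab2 pab4*, 48 in *rsr1-2*, 29 in *ccr4a* and 27 in *fy-2*. With DESeq2 without a beta prior, 102 protein-coding genes were up in *ahg2-1*, 47 in *pab2 pab4*, 24 in *rsr1-2*, 19 in *ccr4a* and 11 in *fy-2*.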

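Pseudogenes and transposable elements were 145 (43.5%) of the genes up in *ahg2-1*, 80 (47.9%) in *pab2 pab4*, 35 (40.7%) in *rsr1-2*, 14 (29.8%) in *fy-2* and 10 (22.2%) in *ccr4a*. Their share of all genes tested was 33.2% to 34.9% in these comparisons. Structural RNA genes were 18 of the genes up in *ahg2-1* and 0 in the other 4 mutants.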

Since the analysed mutations are predicted to affect mRNAs, these effects are most likely indirect. Due to a small number of genes with changes in sRNA level, principal component analysis (PCA) showed poor separation of genotypes on the plot (Supplementary Fig. S2A).

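Principal components of the 18 libraries were computed on the 500 most variable genes after DESeq2's regularized log transformation. PC1 carried 39.0% of the variance and PC2 15.1%. On PC1, *ahg2-1* had a mean score of 14.0 ± 2.38 (SD, n = 3), and the other 5 groups had means between -5.31 in *ccr4a* and 3.07 in *pab2 pab4*. On PC2, *pab2 pab4* and *rsr1-2* had means of -6.81 ± 0.728 and -5.19 ± 0.53 (SD, n = 3), and the other 4 groups lay between 2.21 in *fy-2* and 4.12 in *ccr4a*. *ccr4a* and Col-0 (2), with -5.27 ± 1.74 (SD, n = 3), differed on PC1 by less than the spread of their replicates. Differences between genotypes accounted for 97.4% of the variance of PC1 and 99.0% of that of PC2 (permutation p = 1e-04 for each and after Benjamini-Hochberg adjustment over 4 components, the smallest that 10000 permutations can give). With all 11994 genes that passed the filter, PC1 carried 24.4% and PC2 12.9%.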

**Figure 3:**
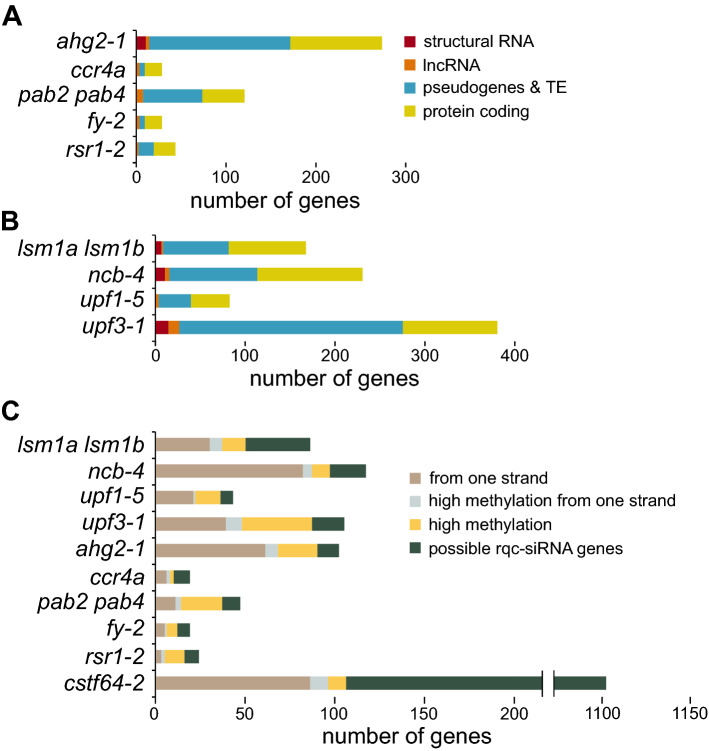
The majority of analysed mutants show limited production of rqc-siRNAs. **(A,B)** Araport11-annotated genes with significant up-regulation of small RNAs (log_2_FC > 1, FDR < 0.05) were divided into those encoding structural RNAs (tRNA and snRNA), long non-coding RNAs, pseudogenes and transposable elements, and protein-coding. **(C)** Protein-coding genes with the accumulation of siRNAs were divided into those that produce siRNAs only from one strand, genes with high DNA methylation level (> 20% of all cytosines), genes fitting these two categories and genes that represent a possible source of rqc-siRNAs.

For *rsr1-2* and *fy-2* mutants predicted to be involved in pre-mRNA cleavage and polyadenylation, we checked the level of read-through transcripts downstream of five genes with prominent defects in *cstf64-2* and *xrn3-8* mutants (Supplementary Fig. S2B). All showed a much weaker or no increase in read-through transcription. Lack of termination defect may explain the very limited accumulation of small RNAs in these mutants. Still, five genes with siRNA increase in the *rsr1-2* mutant have antisense partners and were also found in the *cstf64-2* analysis (Supplementary Fig. S2C–G), showing that effects in the *rsr1-2* mutant are similar but more subtle or limited to a specific set of genes.

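Of the 6828 genes tested in both experiments, 82 were up in *rsr1-2* and 523 in *cstf64-2*, and 20 were up in both. By chance 6.28 would be shared (odds ratio 4.00, one-sided Fisher's exact test, p = 2.34e-06). This test takes the genes as independent. The shared genes include adjacent identifiers, such as AT1G07250 with AT1G07260 and AT1G74090 with AT1G74100. Such genes may not change independently, so the p-value may be too small. Of the 20 shared genes, 18 were protein-coding and 9 of these had a convergent gene at less than 400 bp. With DESeq2 calls 8 genes were shared (one-sided Fisher's exact test, p = 4.14e-07). The genes of Supplementary Fig. S2C–G had the following log2 fold changes in *rsr1-2* against Col-0 (2) and in *cstf64-2* against Col-0 (3). *UGT71C4* (AT1G07250, chromosome 1 from 2225759 to 2227608) had 2.02 (SE 0.22, adjusted p = 3.69e-07, edgeR's quasi-likelihood test) and 2.38. *SOT18* (AT1G74090, chromosome 1 from 27862814 to 27864193) had 1.74 (SE 0.22, adjusted p = 2.86e-06) and 2.57. AT3G08943 (chromosome 3 from 2718880 to 2722624) had 3.14 (SE 0.24, adjusted p = 6.5e-11) and 3.03. AT3G57720 (chromosome 3 from 21387570 to 21391638) had 0.94 (SE 0.21, adjusted p = 0.00517) and 1.91, and AT5G57890 (chromosome 5 from 23447340 to 23449679) had 0.97 (SE 0.25, adjusted p = 0.0145) and 1.68. The last 2 were under the threshold of 1 in *rsr1-2*, and over it with DESeq2 at 1.06 and 1.08. Against Col-0 (1) in place of Col-0 (2), AT3G57720 had 1.63 and AT5G57890 0.52 in *rsr1-2*. All 5 were called up in *cstf64-2*. From these shared genes, the paper concludes that the effects of *rsr1-2* resemble those of *cstf64-2* but are more subtle or limited to a specific set of genes.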

A very limited number of endogenous mRNAs producing siRNAs in mutants that have been shown to act as suppressors of transgene silencing was unexpected. Therefore, we set out to extend our analysis again by including mutants in factors affecting other aspects of mRNA metabolism. UPF1 and UPF3 proteins are key factors of Nonsense-mediated decay (NMD), which is an important translation-dependent mRNA surveillance mechanism that eliminates aberrant transcripts containing premature translation stop codons and also contributes to the regulation of gene expression (reviewed in^45,46^). Interestingly, *upf1* and *upf3* mutants have been shown to enhance transgene silencing through the production of transgene-derived siRNAs. Moreover, UPF1 protein co-localises with cytoplasmic siRNA-bodies, which represent sites of siRNA production^24^. COILIN is a conserved structural protein required for the assembly of peri-nucleolar organelles called Cajal bodies, which in different organisms are implicated in the formation and function of small nuclear (snRNA), small nucleolar (snoRNA) and small Cajal body-specific RNAs (scaRNA). Consequently, Cajal bodies have a role in mRNA splicing and rRNA maturation (reviewed in^47^). Although in plants composition and role of Cajal bodies are much less studied, they contain COILIN and several components of snRNP complexes including SmD3, SmB, U2A' and U2B''^48–50^. Interestingly, splicing defects have been shown to enhance siRNA production for transgene reporter transcripts^30,51^ and SmD1, which is involved in splicing and has been reported to play a role in transgene silencing^31^. Finally, Arabidopsis LSM1 protein is a subunit of the cytoplasmic heptameric LSM1-7 complex engaged in mRNA decapping and degradation^52,53^. In yeast and Metazoa, mRNA deadenylation and oligouridylation attract the LSM1-7 complex, which recruits decapping proteins that trigger XRN1-mediated RNA degradation from the 5′ end and at the same time protects RNA 3′ end against degradation by the exosome (reviewed in^54^). Although information concerning the role of LSM proteins in mechanisms engaging small RNAs is lacking, XRN4, a plant homologue of yeast Xrn1, acts as a suppressor of silencing by small RNAs, and its absence leads to the accumulation of decapped mRNAs that are targeted for siRNA production^8,20,21,25^.

Small RNA libraries from wild-type and *lsm1a lsm1b*, *upf1-5*, *upf3-1* and *ncb-4* (*coilin*) mutant 14 day-old MS-grown seedlings were prepared, sequenced (Table S1) and analysed as for the previous set of mutants. 

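This set held 15 libraries, 3 for each of *lsm1a lsm1b*, *ncb-4*, *upf1-5*, *upf3-1* and their own Col-0, named Col-0 (1). The deposited gene counts ranged from 6437260 to 7968503 reads per library, with a median of 7683118 in Col-0 (1), 7074231 in *lsm1a lsm1b*, 7150805 in *ncb-4*, 7218653 in *upf1-5* and 7478019 in *upf3-1*. Genes of rRNA carried from 41.6% to 58.3% of them, and protein-coding genes from 517343 to 689042 reads per library. As in the set of *ahg2-1*, reads were counted at each place they mapped to, and 201 genes shared identical counts in all 15 libraries. Each mutant was tested against Col-0 (1) over 9232 to 9558 genes. The mutated gene *UPF1* (AT5G47010, chromosome 5 from 19071824 to 19079453) had 30, 20 and 28 reads in *upf1-5* and 27, 17 and 20 in Col-0 (1), a log2 fold change of -0.11 (SE 0.31, adjusted p = 0.88, edgeR's quasi-likelihood test) that changed sign in 2 fits with 1 library left out. *UPF3* (AT1G33980) had 1, 0 and 3 reads in *upf3-1* against 4, 4 and 5. *COILIN* (AT1G13030) had 5, 5 and 7 reads in *ncb-4* against 0, 0 and 1, at least 1.33-fold higher than the floor. In *lsm1a lsm1b*, *LSM1A* (AT1G19120) had 0 reads in every library against 4, 0 and 1, and *LSM1B* (AT3G14080) had 1, 3 and 1 against 0, 3 and 1.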

PCA plot showed that analysed libraries formed separate coherent groups (Supplementary Fig. S3A), however, the differences between genotypes may be modest as the variance in both PC1 and PC2 is small. 

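Over the 500 most variable genes of these 15 libraries, PC1 carried 34.2% of the variance and PC2 28.7%. The mean scores on PC1 were -12.2 ± 0.661 in *ncb-4*, -3.67 ± 1.06 in Col-0 (1), -2.20 ± 0.172 in *lsm1a lsm1b*, 7.57 ± 1.39 in *upf1-5* and 10.5 ± 0.286 in *upf3-1* (SD, n = 3 each). On PC2 they were -9.97 ± 0.247, 9.16 ± 0.891, 7.95 ± 0.649, -2.04 ± 2.16 and -5.09 ± 0.375 in the same order. The spread of *upf1-5* came from its replicate 2, which scored 9.13 on PC1 and -4.51 on PC2, next to *upf3-1*. Genotypes accounted for 99.3% of the variance of PC1 and 98.6% of that of PC2 (permutation p = 1e-04 for each, the smallest that 10000 permutations can give). With all 11813 genes that passed the filter, the shares of variance were 21.8% and 18.4%. From the small variance of both components, the paper proposes that the genotypes may differ only modestly.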

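Small RNA counts were higher than in Col-0 (1) for 210 genes in *lsm1a lsm1b*, 316 in *ncb-4*, 144 in *upf1-5* and 417 in *upf3-1*, of which 123, 183, 80 and 146 were protein-coding. Pseudogenes and transposable elements were 76 (36.2%), 106 (33.5%), 56 (38.9%) and 235 (56.4%) of the genes that were up. Scaling to the library sizes of Table S1 moved the protein-coding numbers most, to 782 in *lsm1a lsm1b*, 719 in *ncb-4*, 386 in *upf1-5* and 748 in *upf3-1*. With DESeq2 without a beta prior they were 86, 117, 43 and 107. In *upf1-5*, whose replicate 2 lay between the other replicates and *upf3-1*, 76 genes were up without that library. Of the 1087 calls in the 4 mutants, 565 (52.0%) were also up against Col-0 (2). The same test between Col-0 (2) and Col-0 (1) called 148 genes higher and 114 lower. AT5G43755 (chromosome 5 from 17582977 to 17583772) had no reads in Col-0 (1) and was at least 3.68-fold higher in *lsm1a lsm1b* and 5.45-fold higher in *ncb-4* (adjusted p = 0.00143 and 1.59e-05, edgeR's quasi-likelihood test), and its direction reversed against Col-0 (2). In *upf1-5*, AT3G09960 (chromosome 3 from 3061945 to 3063594) had a log2 fold change of 4.11 (SE 0.51, adjusted p = 6.58e-06, same edgeR test), and 0.16 against Col-0 (2) (adjusted p = 0.685, same edgeR test). In *upf3-1*, AT1G70080 (chromosome 1 from 26394492 to 26397603) was at least 6.62-fold higher and *PR1* (AT2G14610, chromosome 2 from 6241640 to 6242541) at least 3.97-fold higher than the floor in Col-0 (1) (adjusted p = 1.07e-06 and 2.86e-05, same edgeR test). Both stayed up against Col-0 (2) (adjusted p = 2.66e-07 and 5.19e-06, same edgeR test). So did AT1G23645, next in fold change in *ncb-4* (adjusted p = 3.37e-05, same edgeR test). AT4G22580, next in *upf1-5*, was not called there (adjusted p = 0.0916, same edgeR test).

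**Figure D2:**
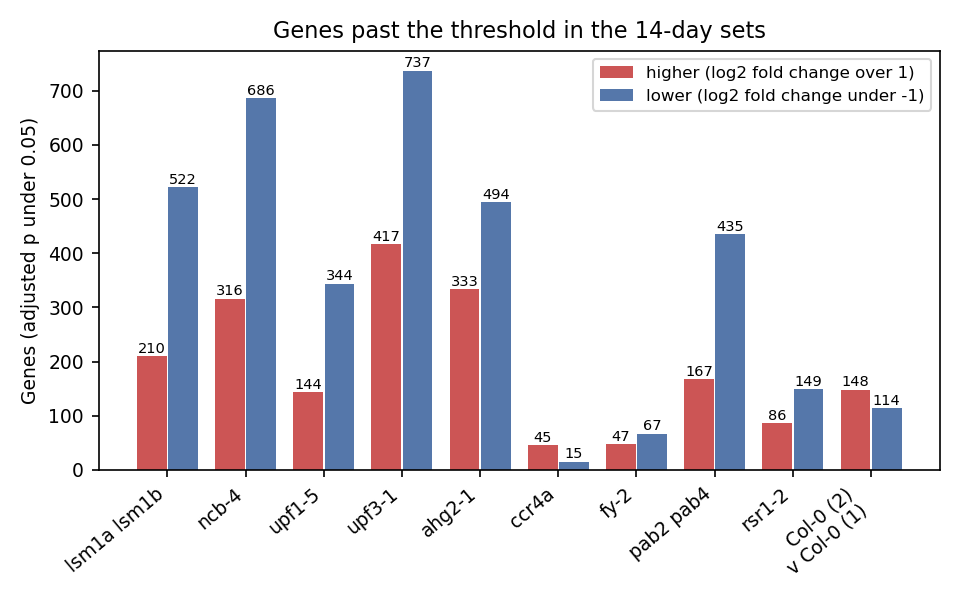
Number of genes past the threshold in each of the 9 mutants of 14 day-old seedlings against the Col-0 of their set, and in Col-0 (2) against Col-0 (1). Bars to either side are genes with higher and with lower counts, from 45 higher in *ccr4a* to 417 higher in *upf3-1*.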

Consistently, as with the previous set of mutants, we found a limited number of protein-coding genes with increased siRNA production (Fig. 3B). Several works described the accumulation of rqc-siRNAs in mutants with perturbed mRNA degradation. It was proposed that genes producing this class of siRNAs were direct substrates of the mutated factors. We were interested whether any of the protein-coding genes showing an increase in sRNA level in sequenced mutants had the properties of rqc-siRNA source, as it would identify them as the target of the analysed factors.

It has been proposed that small RNAs produced from mRNAs with a high expression and turnover represent degradation by-products as they are generated only from the sense strand and show neither the length distribution nor the first nucleotide bias observed for canonical sRNAs^55^. Synthesis of the sense-strand sRNAs does not involve RNA-dependent polymerases, which are required for rqc-siRNA production^7,8^, and such small RNAs cannot post-transcriptionally down-regulate the expression of their source mRNAs. Therefore, we tested the strandedness of small RNAs from protein-coding genes based on the criterion that the ratio of small RNAs mapping to both strands should be in the range of 0.25–4 for double-strand-derived siRNAs (as described in^7^). 

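The deposited counts hold one value per gene with no strand given, so the ratio between strands was taken from the paper's Supplementary Dataset 1 for the protein-coding genes that were called up here and are also listed there. Ratios outside the paper's range were found for 79 of 102 such genes (77.5%) in *ncb-4*, 60 of 96 (62.5%) in *ahg2-1*, 20 of 37 (54.1%) in *upf1-5*, 45 of 92 (48.9%) in *upf3-1* and 33 of 76 (43.4%) in *lsm1a lsm1b*. They were found for 8 of 19 (42.1%) in *ccr4a*, 11 of 35 (31.4%) in *pab2 pab4*, 5 of 17 (29.4%) in *fy-2* and 4 of 17 (23.5%) in *rsr1-2*. In *cstf64-2* the number was 81 of 909 (8.91%). Among genes the paper lists with reads from one strand, *CYP79F1* (AT1G16410, chromosome 1 from 5608682 to 5612064) was at least 5.65-fold higher in *ncb-4* than the floor in Col-0 (1) (adjusted p = 2.72e-05, edgeR's quasi-likelihood test). *XBAT34* (AT4G14365) had a log2 fold change of 1.16 (SE 0.22, adjusted p = 0.00092, same edgeR test) in *ahg2-1*, and 0.96 against Col-0 (1). *FBA5* (AT4G26530) had 1.01 (SE 0.20, adjusted p = 0.00165, same edgeR test) in *ahg2-1*, and -0.59 against Col-0 (1) in place of Col-0 (2). *PRXCB* (AT3G49120) had 1.16 in *upf1-5* and *PAO4* (AT1G65840) 1.41 in *upf3-1*, and 1.27 and 1.82 against Col-0 (2). *ZKT* (AT1G55480) had 1.78 in *ncb-4*, and 0.66 against Col-0 (2). In *pab2 pab4*, *FRO6* (AT5G49730) had 1.03 and AT5G61820 1.33, and 0.26 and 0.43 against Col-0 (1). Only 1 *pab2 pab4* library lay above all 3 of Col-0 (2) for AT5G61820.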

Most of the tested mutants showed a significant fraction of genes with small RNAs produced only from one strand (21–74%), except for the *cstf64-2* mutant (Fig. 3C). We analysed changes in mRNA levels for ten of these genes using RT-qPCR, and most of them were up-regulated (Supplementary Fig. S3B). It is consistent with the notion that the accumulation of small RNAs produced exclusively from mRNA strand reflects changes in gene expression. Alternatively, in the case of genes with unaltered expression, mRNAs may be more efficiently converted into small RNAs due to their enhanced degradation. 

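In *upf3-1*, log2 fold changes were 1.40 (SE 0.37) for *RIF10* (AT3G03710, chromosome 3 from 919362 to 925372), 1.73 (SE 0.47) for AT3G27906 (chromosome 3 from 10353952 to 10356625), 1.40 (SE 0.29) for AT1G36730 (chromosome 1 from 13898210 to 13900831) and 1.60 (SE 0.36) for *XPL1* (AT3G18000, chromosome 3 from 6154363 to 6157552). *HL* (AT5G54390, chromosome 5 from 22085998 to 22088094) was at least 3.20-fold higher than the floor it had in Col-0 (1). The adjusted p-values of these 5 genes in *upf3-1* ranged from 0.00061 to 0.00728 (edgeR's quasi-likelihood test). Against Col-0 (2) in place of Col-0 (1), *RIF10* had 0.66, AT1G36730 0.67 and *HL* 0.08, and these 3 were then under the threshold. In *upf1-5*, one replicate of which lay close to *upf3-1*, *XPL1* was up with 5.02 ± 0.518 normalized RPM (SD, n = 3) against 1.32 ± 0.682 (adjusted p = 0.000654, same edgeR test). *RIF10* in *upf1-5* had 0.81 (SE 0.40, adjusted p = 0.215, same edgeR test) and AT1G36730 had 0.95 (SE 0.31, adjusted p = 0.0437, same edgeR test), both under the threshold. AT3G27906 had 9, 8 and 11 reads and *HL* 16, 8 and 5 reads in *upf1-5*, too few to be tested.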

Both scenarios are probably true for several potential NMD substrates, including *SMG7* as well as other mRNAs with an intron in the 3′ UTR (for example, *AT3G03710*, *AT3G27906* and *AT5G54390*) or containing an upstream ORF (for example, *AT1G36730, AT3G18000*)^46^ as they were identified among the genes producing more sRNAs in *upf3* or *upf1* mutants but only from their coding strand (Supplementary Dataset 1).

Another criterion for a genuine rqc-siRNA source is that siRNA accumulation should be attributed to defects in mRNA metabolism and should not spread from pre-existing genomic sRNA production hotspots (Supplementary Fig. S3C–F). Such hotspot genes usually have high levels of siRNA production also in the wild-type and consequently high levels of DNA methylation, which is maintained by sRNA-dependent pathways^1^. 

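The level in the wild type was measured as the median over genes of log10 RPKM in the Col-0 libraries of each set, for protein-coding genes with at least 1 read. The genes called up lay above the median of all protein-coding genes by 0.725 in *fy-2*, 0.712 in *rsr1-2*, 0.625 in *upf1-5*, 0.607 in *lsm1a lsm1b*, 0.575 in *upf3-1*, 0.533 in *ahg2-1*, 0.521 in *ccr4a*, 0.483 in *pab2 pab4* and 0.341 in *ncb-4*. In *cstf64-2* the difference was 0.308. Random lists of the same size seldom lay as far from the median of all genes (two-sided permutation p = 0.001 in *ccr4a* and 0.0002 in the other 9 mutants, the smallest that 10000 lists can give). The background changed the sign, since against the protein-coding genes tested, which have more reads, all 10 differences were negative, from -0.741 in *cstf64-2* to -0.0310 in *fy-2*.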

We observed that genes with accumulation of sRNAs in mutants, with the exception of *cstf64-2*, tend to produce more small RNAs also in their wild-type controls compared to the average value of all protein-coding genes (Supplementary Fig. 4A–C). Consequently, these small RNA hotspots may have elevated DNA methylation. We used Col-0 DNA methylation data^56^ to check the methylated cytosine fraction in the affected genes and noticed that it is often much higher than the average for all protein-coding genes. This effect was not observed for *dcp2*, *vcs*^7^ and *ski2 xrn4* mutants^8^, which represent the golden standard of mutants producing rqc-siRNAs (Supplementary Fig. 4D). We cannot exclude that genes with high DNA methylation are the true source of rqc-siRNAs, but they would constitute atypical cases as they can be silenced even in wild-type plants. The presence of methylation and siRNA production hotspots in different parts of the gene can also be explained by spreading of small RNA synthesis^57^. Therefore, we decided to filter out genes with high level of DNA methylation using an arbitrarily chosen criterion of methylation level higher than 20% of all cytosines in a given gene, which is six times more than the average for protein-coding genes. 

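Small RNAs from one strand or methylation of more than 20% of cytosines, both taken from the paper's Supplementary Dataset 1, applied to 30 (85.7%) of the protein-coding genes called up here and listed there in *pab2 pab4*, 82 (85.4%) in *ahg2-1*, 86 (84.3%) in *ncb-4*, 31 (83.8%) in *upf1-5* and 75 (81.5%) in *upf3-1*. The numbers were 12 (70.6%) in *rsr1-2*, 10 (58.8%) in *fy-2*, 44 (57.9%) in *lsm1a lsm1b*, 10 (52.6%) in *ccr4a* and 91 (10.0%) in *cstf64-2*. After both criteria 32 genes remained in *lsm1a lsm1b*, 17 in *upf3-1*, 16 in *ncb-4*, 14 in *ahg2-1*, 9 in *ccr4a*, 7 in *fy-2*, 6 in *upf1-5*, 5 in *pab2 pab4*, 5 in *rsr1-2* and 818 in *cstf64-2*.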

Using both the strandedness and hotspot criteria, most libraries showed 53–88% dropouts, except for the *cstf64-2* mutant with only 10% of the excluded genes (Fig. 3C).

Such filtering left a minimal number of mRNAs potentially generating rqc-siRNAs. It has been suggested that rqc-siRNAs are exclusively 21–22 nt long^7,8^. However, protein-coding genes with siRNA accumulation show a prominent peak for siRNAs of 24 nt in most of the tested mutants (Supplementary Fig. 5A). Assuming that restricting the analysis to this class of siRNAs will enhance our results, we repeated the differential analysis for 21–22 nt long small RNAs (Supplementary Dataset 2). As a control, we used 24 nt siRNAs that are implicated in transcriptional gene silencing (Supplementary Dataset 3). The results obtained after eliminating non-protein-coding genes, genes producing small RNAs from only one strand, and from genomic siRNA hotspots (Supplementary Fig. S5C–E) show high overlap with those for small RNAs before size selection (Supplementary Fig. S5F). Surprisingly, restricting the analysis to 21–22 nt small RNAs had only a minor effect on the identification of rqc-siRNA-producing genes.

It appears that there may be only a few examples of genuine rqc-siRNAs produced in the analysed mutants. However, each of the possible candidates requires careful examination to exclude the existence of adjacent siRNA production hotspots or having atypical small RNA profiles (Supplementary Fig. S3C–F). For example, the *fy-2* mutation is characterised by elevated levels of siRNAs derived from the *FY* gene itself, but generated only from the gene fragment downstream of the T-DNA insertion, pointing to the possibility that the aberrant transcript originates from the insert (Supplementary Fig. S6A). Moreover, the *fy-2* mutation causes accumulation of rqc-siRNAs from the *DXO1* gene (Supplementary Fig. S6B) encoding the plant homolog of human DXO, which is involved in mRNA cap surveillance and mRNA degradation^3,10,11^. 

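*FY* (AT5G13480, chromosome 5 from 4326397 to 4331971) had 56, 31 and 23 reads in the 3 *fy-2* libraries and 1, 2 and 3 reads in Col-0 (2). Its level in *fy-2* was 3.88 ± 1.86 normalized RPM (SD, n = 3), at least 9.91-fold higher than the floor (adjusted p = 1.94e-05, edgeR's quasi-likelihood test). The counts are per gene, and the position of the reads relative to the T-DNA was not analysed here.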

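*DXO1* (AT4G17620, chromosome 4 from 9821874 to 9825039) had 588, 234 and 114 reads in the *fy-2* libraries and 16, 18 and 11 in Col-0 (2). The normalized levels were 33.0 ± 26.6 and 2.00 ± 0.679 RPM (SD, n = 3), a log2 fold change of 4.07 (SE 0.42, adjusted p = 3.33e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Among the other mutants of this set, counts of *DXO1* were 78, 25 and 29 in *rsr1-2* and 35, 44 and 26 in *ahg2-1*. Its log2 fold change was 1.14 in *rsr1-2* (SE 0.39, adjusted p = 0.0589, same edgeR test) and 1.01 in *ahg2-1* (SE 0.35, adjusted p = 0.0492, same edgeR test). It fell to 0.40 without replicate 1 of *rsr1-2* and to 0.68 without replicate 2 of *ahg2-1*. In *ccr4a* it was -0.48 (SE 0.38, adjusted p = 0.778) and in *pab2 pab4* -1.35 (SE 0.41, adjusted p = 0.0264, same edgeR test). These 4 comparisons were added after the counts were seen.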

Lack of Arabidopsis *DXO1* results in a strong up-regulation of rqc-siRNAs from several hundred genes^3,11^. However, the expression of *DXO1* is not altered in *fy-2* plants (Supplementary Fig. S6C), which accordingly do not show strong phenotypes observed for the *dxo1-2* mutant. Therefore, the functional significance of this observation is currently unclear.

It is apparent that in most of the tested mutants only a small fraction of genes become the source of rqc-siRNAs. This can be considered surprising as selected mutants show an increase in transgene silencing or are involved in pathways whose dysfunctions have been suggested to induce rqc-siRNAs production. The enhanced generation of transgene-derived siRNAs is likely due to the particularly high expression of transgenes, making them susceptible to the production of a wide variety of defective transcripts. Their degradation relies on quality control and decay pathways, but they can easily avoid degradation and trigger siRNA synthesis even in wild-type plants. In turn, endogenous aberrant or superfluous transcripts, including those highly expressed, most likely evolved protective mechanisms to avoid such scenarios. They are quickly recognised by specialised quality control pathways and efficiently eliminated without activating RNA interference.

The limited production of rqc-siRNAs in analysed mutants can be explained by case-specific circumstances. The most obvious situation is functional redundancy due to the presence of closely related paralogs that replace the activities missing in individual mutants: PAB8 in the *pab2 pab4* mutant, CCR4b-g in the *ccr4a* mutant and CSTF64 in the *rsr1-2* mutant^30,44,58^. In the latter case, however, RSR1/ESP1 may have a specific role in the CPA complex since it lacks the RRM domain present in CSTF64^30^. Redundancy can also be provided by closely related proteins or complexes with similar functions, as is the case of CCR4-NOT, PAN2-PAN3 and PARN/AHG2 deadenylases. Lack of rqc-siRNA production in *ahg2* mutant may also be attributed to the mitochondrial^42^ rather than cytoplasmic functions of AHG2^24^. In addition, *fy-2* and *upf1-5* mutations are hypomorphic and were used since viable knockout lines are not available. Their remaining functionality may be sufficient to suppress rqc-siRNA production. Finally, specific features of transcripts generated as a result of defects in mRNA metabolism may not trigger rqc-siRNA production. This may be true for NMD substrates that accumulate in *upf1-5* and *upf3-1* mutants, and mRNAs with defective maturation in *ncb-4* and *fy-2* mutants involved in splicing and 3′ end processing, respectively. Nevertheless, we found that some genes may be the source of rqc-siRNA production in *lsm1a lsm1b* double mutant.

### Lack of LSM1 cause accumulation of rqc-siRNAs from known mRNA sources

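*NIA1* (AT1G77760, chromosome 1 from 29235721 to 29239484) had 5120, 2508 and 16290 reads in the *lsm1a lsm1b* libraries and 80, 56 and 86 in Col-0 (1). After normalization these were 830 ± 729 and 12.7 ± 2.57 RPM (SD, n = 3). The log2 fold change was 6.03 (SE 0.50, adjusted p = 3.14e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the adjusted p with 1 library left out was at most 0.000327. Replicate 3 of the mutant had the highest count of *NIA1*.

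**Figure D3:**
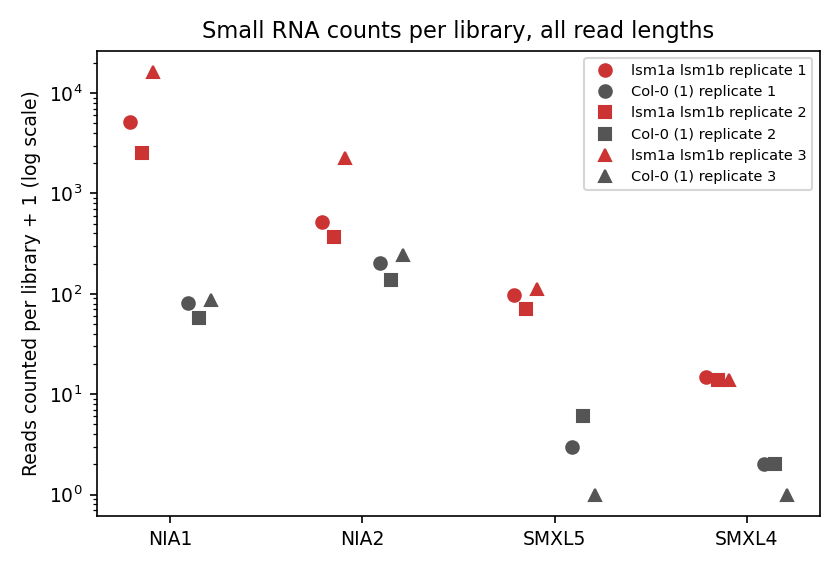
Reads counted on *NIA1*, *NIA2*, *SMXL5* and *SMXL4* in each library of *lsm1a lsm1b* and Col-0 (1), plus 1, on a log axis. Symbols mark the replicates, and the 3 mutant libraries lie above the 3 wild-type libraries for all 4 genes.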

We observed a very high accumulation of siRNAs generated from the *NIA1 locus* in the *lsm1a lsm1b* mutant (Fig. 4A). Similar siRNAs were detected in the *ski2 xrn4* double mutant and reported to be responsible for down-regulation of *NIA1* and *NIA2* (*NIA1* paralog) mRNAs and some of the observed mutant phenotypes^8,18^. In contrast, in the *lsm1a lsm1b* mutant, the *NIA2* gene produced only moderately more siRNAs (Fig. 4B), and the change in their level was not statistically significant when small RNAs of all lengths were taken into account, but was prominent for 21–22 nt small RNAs (Supplementary Dataset 2). 

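*NIA2* (AT1G37130, chromosome 1 from 14158452 to 14161938) had 517, 367 and 2278 reads in *lsm1a lsm1b* and 204, 136 and 242 in Col-0 (1). Its normalized level was 110 ± 106 against 33.3 ± 8.99 RPM (SD, n = 3), a log2 fold change of 1.72 (SE 0.44, adjusted p = 0.0139, edgeR's quasi-likelihood test). The difference may rest on replicate 3 of the mutant, without which the log2 fold change was 0.57. Without replicate 2 of Col-0 (1) it was 1.52 and not called (adjusted p = 0.0893, same edgeR test). DESeq2 did not call *NIA2* (adjusted p = 0.1 without a beta prior). Against Col-0 (2) the log2 fold change was 0.83. No sequence of 21 bases of *NIA1* occurs in *NIA2*, and 32 of 3099 sequences of 15 bases, the shortest read kept, do. Small RNAs of 21–22 nt alone were not analysed here.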

As expected from the increase of small RNAs in *lsm1a lsm1b* plants, we observed down-regulation of *NIA1* and *NIA2* mRNAs (Fig. 4D), but these plants did not show such severe morphological phenotypes as the *xrn4 ski2* double mutant^8,53^. Another gene reported to accumulate siRNAs with an important outcome for plant physiology is *SMXL5*. High production of siRNAs from *SMXL4* and *SMXL5* induces their silencing and causes over-accumulation of carbohydrates and defects in phloem transport^18,59^. 

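*SMXL5* (AT5G57130, chromosome 5 from 23144947 to 23149615) had 96, 70 and 112 reads in *lsm1a lsm1b* and 2, 5 and 0 in Col-0 (1). The levels were 9.91 ± 1.46 and 0.405 ± 0.445 normalized RPM (SD, n = 3), a log2 fold change of 4.57 (SE 0.44, adjusted p = 9.72e-06, edgeR's quasi-likelihood test). *SMXL4* (AT4G29920, chromosome 4 from 14632413 to 14636101) had 14, 13 and 13 reads in the mutant and 1, 1 and 0 in Col-0 (1), at least 2.80-fold higher than the floor (adjusted p = 0.00467, same edgeR test). With 1 library left out, the adjusted p of *SMXL4* was at most 0.027, while DESeq2's independent filtering left this gene untested.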

We observed a moderate accumulation of small RNAs from *SMXL5*, but not from *SMXL4*, in the *lsm1a lsm1b* mutant, consequently with no impact on *SMXL5* expression (Fig. 4C,D). The different outcomes of rqc-siRNA production on the level of their source mRNA can be explained by the extent of their accumulation. A high amount of siRNA would lead to reduced gene expression (*NIA1*), while a moderate increase in siRNA would not affect mRNA levels (*SMXL5*). Interestingly, when used as a transgenic reporter, *NIA2* induces silencing of its endo- and exogenous copies^60^, whereas *SMXL5* is one of the six protein-coding genes which produce more siRNAs when *DCL4* is mutated^59^. These observations suggest that a low number of genes accumulating rqc-siRNAs in the *lsm1a lsm1b* mutant may represent those especially sensitive to induction of rqc-siRNA biogenesis. Recent work has shown the potential physiological role of 22 nt siRNAs produced from *NIA1/2* mRNAs as they are induced not only by *xrn4 ski2* mutations but also by nitrogen starvation and ABA treatment^18^.

**Figure 4:**
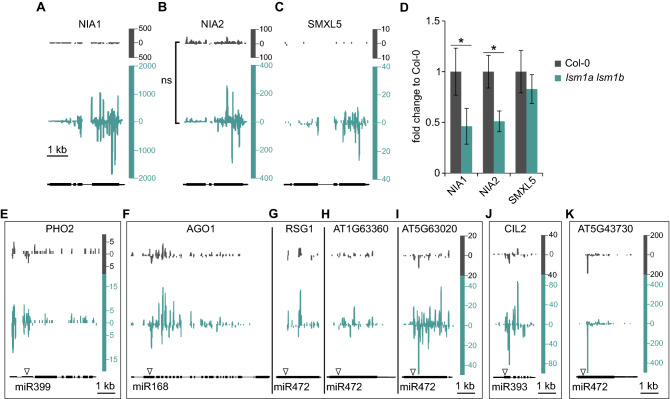
Mutations of *LSM1* genes induce rqc-siRNA production from known hotspots. **(A–C)** Profile of small RNA reads in Col-0 and the *lsm1a lsm1b* mutant over *NIA1*, *NIA2* and *SMXL5* genes. Small RNAs tracks were normalised to reads per ten million. **(D)** RT-qPCR analysis of genes showed in profiles A-C. Fold changes, expressed relative to the wild-type, represent a mean of three independent biological replicates with standard deviations (s.d.); *P < 0.05 (t-test). *UBC9* mRNA was used as a reference. **(E–K)** Profiles of small RNA reads in Col-0 and the *lsm1a lsm1b* mutant over miRNA targets (triangles indicate positions of miRNA cleavage). Small RNAs tracks were normalised to reads per ten million.

In the *lsm1a lsm1b* mutant, we also observed a modest siRNAs increase for *AGO1* and several other miRNA targets that produce siRNAs also in wild-type plants (Fig. 4E–K), but the level of these mRNAs was unaffected by the enhanced siRNA production (Supplementary Fig. S7A). 

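Of the 7 miRNA targets in Fig. 4E–K, 4 were called up in *lsm1a lsm1b*. AT5G63020 (chromosome 5 from 25283063 to 25286121) rose from 3.22 ± 1.41 to 20.4 ± 1.68 normalized RPM (SD, n = 3), a log2 fold change of 2.66 (SE 0.24, adjusted p = 5.09e-06, edgeR's quasi-likelihood test). *CIL2* (AT3G23690, chromosome 3 from 8528609 to 8531358) rose from 5.86 ± 0.703 to 23.9 ± 1.87, a log2 fold change of 2.03 (SE 0.18, adjusted p = 4.23e-06, same edgeR test). *RSG1* (AT1G51480) had a log2 fold change of 1.31 (SE 0.29, adjusted p = 0.00631) and AT1G63360 of 1.17 (SE 0.29, adjusted p = 0.011, same edgeR test). Against Col-0 (2), *RSG1* had 0.35 and was not called. The log2 fold changes of *AGO1* (AT1G48410) and *RSG2* (AT5G43730) were under the threshold of 1, at 0.91 (SE 0.16, adjusted p = 0.0014) and 0.88 (SE 0.16, adjusted p = 0.00169, same edgeR test). *AGO1* had 177, 144 and 197 reads in the mutant and 62, 54 and 56 in Col-0 (1), and DESeq2 put it over the threshold at 1.01. *PHO2* (AT2G33770) had 0.77 (SE 0.28, adjusted p = 0.0655, same edgeR test). Against Col-0 (2), *PHO2* was called with 1.26 (adjusted p = 0.00509, same edgeR test), while *AGO1* had 0.45 and *RSG2* 0.06. Every one of these genes had at least 10 reads in each Col-0 (1) library. The genes encoding miRNAs are not analysed here.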

On the other hand, miR168 and miR472, but not miR393 and miR399, which are predicted to target these mRNAs, accumulated in the *lsm1a lsm1b* mutant (Supplementary Fig. S7B). As LSM1 potentially cooperates with XRN4 in plant 5′–3′ mRNA decay, siRNAs increase from these genes may reflect the role of XRN4 in removing 3′ fragments of mRNAs targeted by miRNAs^21^ and is consistent with siRNA accumulation from miRNA targets in the *ski2 xrn4* double mutant^8^. However, it is not clear why lack of LSM1 affects a very limited number of miRNA targets and why the levels of only some miRNAs change in the mutant.

Despite the low number of genes generating siRNAs in the absence of the decapping activator LSM1, some of them seem to match the requirements of the rqc-siRNA source, including the length of 21–22 nt of produced sRNAs (Supplementary Fig. S7C). A limited accumulation of rqc-siRNAs resembles single *xrn4*, *cer7* and *ski2* mutants^12–14^, suggesting that only mutations with a strong effect on RNA decay, i.e. decapping or simultaneous inhibition of 5′–3′ and 3′–5′ degradation, are capable of triggering rqc-siRNA production. Moreover, these rqc-siRNAs are mostly limited to known rqc-siRNA hotspots.

## Conclusions

Shortly after the discovery of plant small interfering RNAs^61^, their accumulation under perturbed RNA degradation conditions was reported^20^. Moreover, it has been observed that many defects in mRNA maturation or degradation can lead to the accumulation of aberrant endogenous or transgenic transcripts that are recognised by RNAi pathways^23–25,30,31,62^. More recently, a new class called RNA quality control siRNA^7^ or coding transcript-derived siRNA^8^ was described. However, other experiments have shown that in most cases the number of endogenous protein-coding genes that accumulate rqc-siRNAs is surprisingly low^12–14^. Our work supports these studies by providing evidence based on additional nine mutants with defects in different RNA metabolism pathways. With the exception of the *cstf64* mutation, the remaining mutants showed no or only limited rqc-siRNA synthesis. This strongly suggests that results from transgene-based studies are incompatible with quality control processes that affect endogenous mRNAs. From the set of mutants analysed in this study, only strong impairment of pre-mRNA 3′ end processing and Pol II transcription termination in the *cstf64-2* mutant led to genome-wide production of rqc-siRNAs. Notably, these rqc-siRNAs may also be produced in some physiological conditions as the accumulation of read-through transcripts was reported to be strongly enhanced under drought stress^38^. It was previously proposed that plants evolved multiple RNA quality control pathways, protecting them from the production of unwanted siRNAs. Such mechanisms would allow the distinction between endogenous and exogenous RNA species. The limited production of rqc-siRNAs in different RNA-related mutants supports this hypothesis.

## Methods

Wild-type Col-0 and mutant lines: *ahg2-1*^63^, *ccr4a* (*SAIL_784_A07*)^24^, *pab2 pab4* (*SALK_026293 SALK_113383*)^44^ (these three lines were a kind gift of Hervé Vaucheret, INRA Centre de Versailles-Grignon, France), *cstf64-2* (*SAIL_794_G11*, kind gift of Caroline Dean, John Innes Centre, UK)^35^, *fy-2*^64^ (kind gift of Szymon Swiezewski, IBB, Poland), *lsm1a lsm1b* (*SALK_106536 SAIL_756_305*, obtained in our earlier work)^53^, *ncb-4*^49^ (kind gift of Peter Shaw, John Innes Centre, UK), *rsr1-2* (*SALK_078793*, kind gift of Dietmar Funck, University of Konstanz, Germany)^41^, *upf1-5* and *upf3-1* (*SALK_112922*, *SALK_025175*, kind gift of Brendan Davies, University of Leeds, UK)^65^ were used in this study. We had obtained permission to grow genetically modified plants and we handled them in accordance with the institutional, and national guidelines and legislation. Seeds were sown on MS plates and stratified for 2 days at 4 °C. Plants were grown at constant 21 °C under long-day conditions and harvested at the age of 14 days. The *cstf64-2* mutant was grown in soil at constant 21 °C under long-day conditions, and homozygous 21-day-old plants were harvested based on their phenotype. Wild-type Col-0 plants for this experimental set were grown together at the same time and condition but their small RNA sequencing analysis results are part of the earlier GEO submission (GSE99600). RNA was isolated using the Tri Reagent method and analysed with Bioanalyzer. All library preparation steps using NEB Next Small RNA Library Prep Set for Illumina, including PAGE selection of small RNAs and sequencing with Illumina HiSeq4000 in 50 bp single-end mode, were conducted by BGI Sequencing Services. Obtained fastq files were quality checked using FastQC (v0.10.1; http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) with all the replicates showing high-quality RNA-seq data. Adaptor sequences (Illumina Small RNA Adapter2 TCGTATGCCGTCTTCTGCTTGT) were removed using cutadapt (v1.9.dev6; http://cutadapt.readthedocs.io/en/stable/guide.html), and reads were quality trimmed with sickle se (v0.940; https://github.com/najoshi/sickle) with the following command-line parameters: *-t illumina -q 20 -l 15*. Reads were mapped to the TAIR10 *A. thaliana* genome from Ensembl^66^ (release v29) using bowtie^67^ (v1.0.0) with the following command-line parameters: *-phred33 -v 0 -k 10 -m 10*. Mapped reads were sorted using samtools sort (v1.1)^68^, counted with HTseq-count^69^ (v0.6.0) with or without respect to the strand and using exon features from Araport11 gene annotation release 201604^36^. In that annotation, exon stands for any gene fragment (both protein-coding and non-protein-coding) included in a mature RNA molecule. Differential expression and PCA was performed using DESeq2^37^ (v1.8.2) R (v3.2.2) package with parameter *alpha* = *0.05*. Genes with FDR < 0.05 and absolute log_2_FC > 1 were considered significantly changed. Analysis of siRNAs of different lengths was performed on reads grouped according to their length using reformat.sh with parameters *minlength* and *maxlength* from bbmap v35.x (https://sourceforge.net/projects/bbmap/). For DNA methylation analysis, we extracted the number of methylated cytosines for each gene using an R script and published data for Col-0 ecotype^56^; GSM1085222). Alignment coverage graphs were calculated with genomeCoverageBed from bedtools^70^ (v2.17.0) for all the alignment files with normalisation to the number of reads and were converted to bigwig format with bedGraphToBigWig (v4) from the UCSC Genome Browser application binaries collection (http://hgdownload.cse.ucsc.edu/admin/exe/linux.x86_64/) for visualisation in Integrated Genome Browser^71^. GO enrichment analysis was performed using g:Profiler (https://biit.cs.ut.ee/gprofiler/gost) with FDR < 0.001 and enrichment > 1.5. RT-qPCR was carried out on 2 µg of total RNA following DNase I digestion (TURBO DNase, Thermo Fisher Scientific) with Random Primers and SuperScript III Reverse Transcriptase (Thermo Fisher Scientific). Quantitative PCR was performed using SYBR Green I Master Mix (Roche) using the Roche qPCR platform (LightCycler 480). Results were normalised to *UBC9* or *ACT2* mRNA. Primers sequences used for qPCR are listed in Supplementary Table S2.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

## Data Availability

The data presented in this study are openly available in the GEO database, reference numbers GSE169171 and GSE99600 (Col-0 wild-type for *cstf64-2* mutant).

# Supplementary material for: Analysis of mRNA-derived siRNAs in mutants of mRNA maturation and surveillance pathways in Arabidopsis thaliana
**Source:** Sci Rep. 2022 Jan 27;12:1474. doi: 10.1038/s41598-022-05574-4
**Supplement:** Supplementary file 4 — Supplementary Information 4.

## **Analysis of mRNA-derived siRNAs in mutants of mRNA maturation and surveillance pathways in *Arabidopsis thaliana***

Michał Krzyszton and Joanna Kufel

**Figure S1.** Overlap of genes with enhanced siRNA production in the *cstf64-2* mutant with published data sets.

**Figure S2.** *rsr1-2* and *fy-2* mutants show only limited defects in transcription termination.

**Figure S3.** Examples of non-rqc-siRNA genes.

**Figure S4.** Several possible rqc-siRNA sources are hotspots of siRNA production also in the wild-type.

**Figure S5.** Selection of 21-22 nt siRNAs does not enhance identification of rqc-siRNA genes.

**Figure S6.** Novel sources of siRNAs in the *fy-2* mutant.

**Figure S7.** Lack of LSM1 affects siRNA production from some miRNA target genes.

**Table S1.** Depth of library sequencing.

**Table S2.** List of primers used in this study.

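Supplementary Dataset 1 lists, for each mutant, the genes that DESeq2 called up on reads of all lengths, with their fold change, adjusted p, ratio between strands and methylation. Of the genes called up here, 971 are also on the paper's list in *cstf64-2*, 306 in *upf3-1*, 221 in *ahg2-1*, 184 in *ncb-4*, 130 in *lsm1a lsm1b*, 82 in *pab2 pab4*, 69 in *upf1-5*, 28 in *ccr4a*, 26 in *rsr1-2* and 25 in *fy-2*. The paper's lists hold 201 further genes in *cstf64-2*, 74 in *upf3-1*, 52 in *ahg2-1*, 46 in *ncb-4*, 38 in *pab2 pab4*, 37 in *lsm1a lsm1b*, 17 in *rsr1-2*, 13 in *upf1-5*, 3 in *fy-2* and 0 in *ccr4a*. DESeq2 without a beta prior called 379 of the 380 listed genes in *upf3-1*, 12 of 28 in *fy-2* and every listed gene in the other mutants.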

**Supplementary Dataset S1.** List of affected genes based on small RNA-seq (separate file).

**Supplementary Dataset S2.** List of affected genes based on small RNA-seq – analysis for 21-22 nt long siRNAs (separate file).

**Supplementary Dataset S3.** List of affected genes based on small RNA-seq – analysis for 24 nt long siRNAs (separate file).

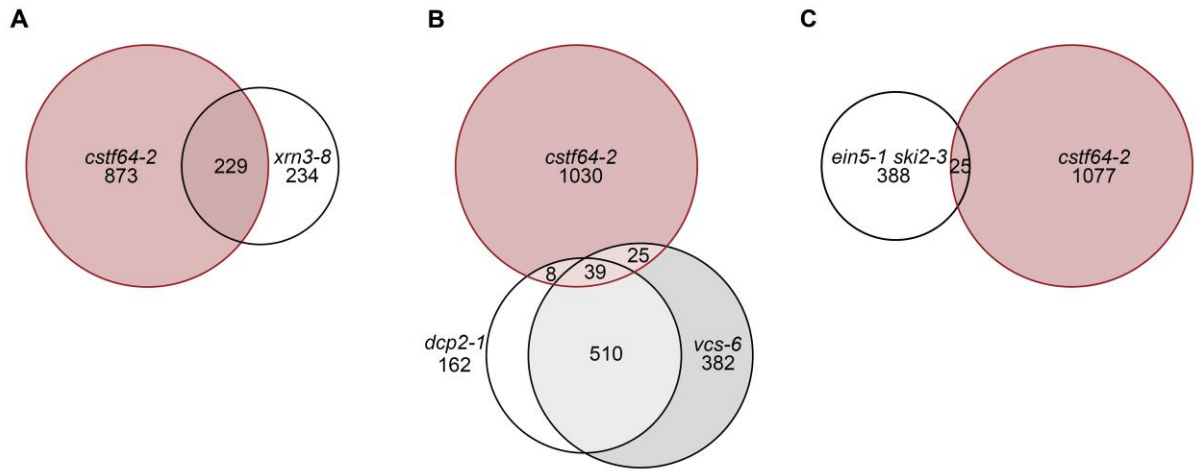

**Figure S1.** Overlap of protein-coding genes with enhanced siRNA production in the *cstf64-2* mutant with published data sets. **(A)** Venn diagram showing overlap with protein-coding genes producing more siRNAs in the transcription termination-deficient *xrn3-8* mutant (Krzyszton et al. 2018). **(B)** Venn diagram showing overlap with protein-coding genes producing more siRNAs in mRNA decapping mutants *dcp2-1* and *vcs-6* (Martinez de Alba et al. 2015). **(C)** Venn diagram showing overlap with protein-coding genes producing more siRNAs in the mRNA cytoplasmic degradation *ein5-1 ski2-3* double mutant (Zhang et al. 2015).

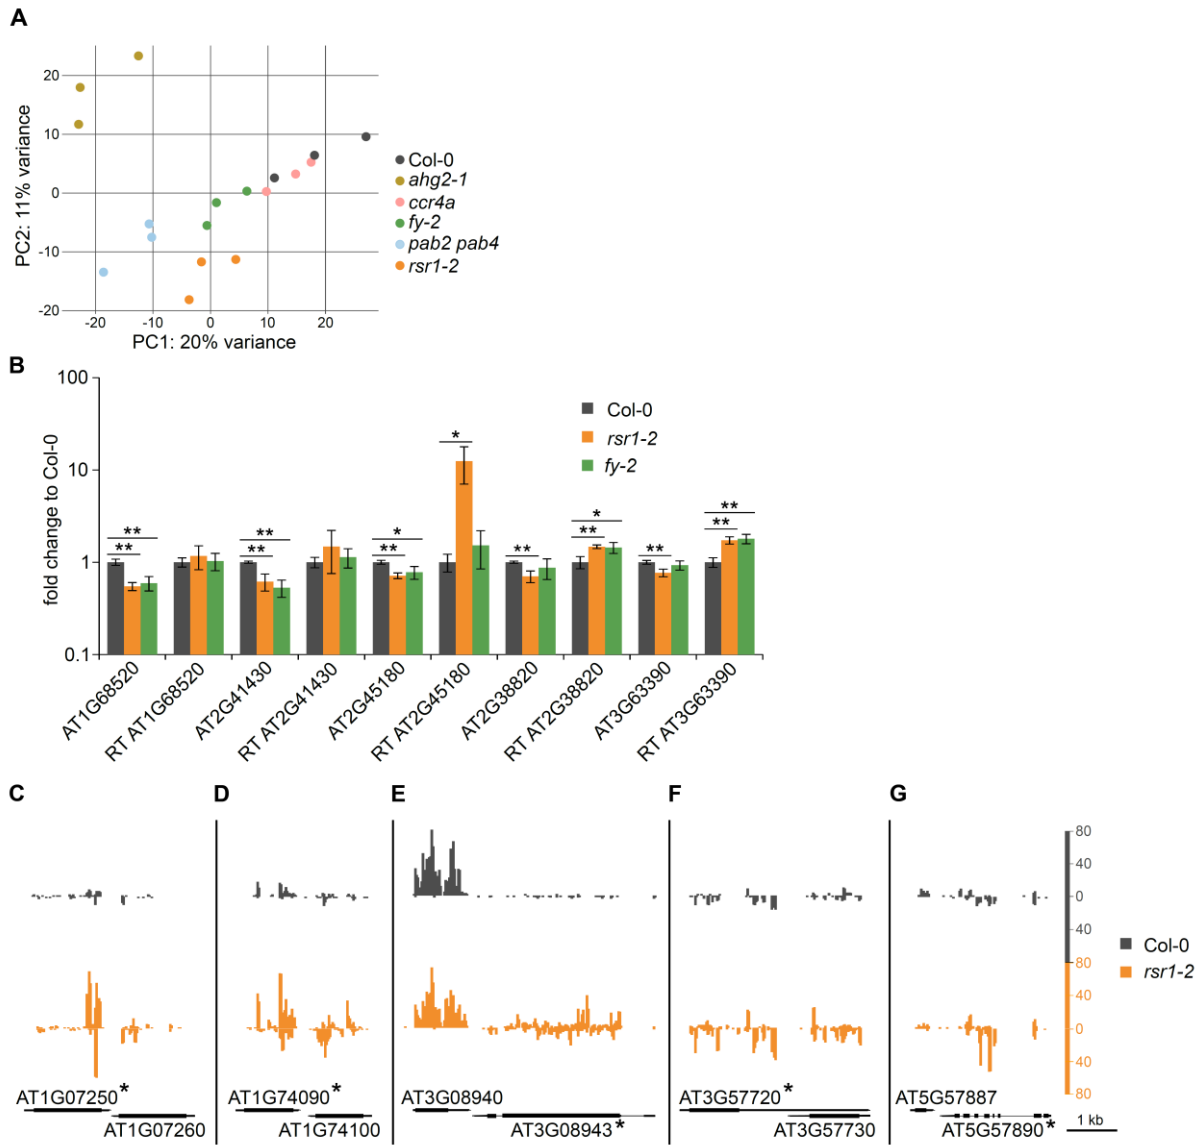

**Figure S2.** (A) PCA plot for small RNA-seq for the first set of mutants. (B) RT-qPCR for selected genes show that *rsr1-2* and *fy-2* mutations lead to limited defects in Pol II transcription termination. Fold changes, expressed relative to the wild-type, represent a mean of three independent biological replicates with standard deviations (s.d.); \* $P < 0.05$ ; \*\* $P < 0.01$  (t-test). *ACT2* mRNA was used as a reference. (C-G) Profiles of small RNA reads in Col-0 and the *rsr1-2* mutant over genes with convergent partner and accumulation of siRNAs in the mutant. An asterisk denotes gene from each pair with a significant increase in siRNAs identified in small RNA-seq analysis. Small RNAs tracks were normalised to reads per ten million.

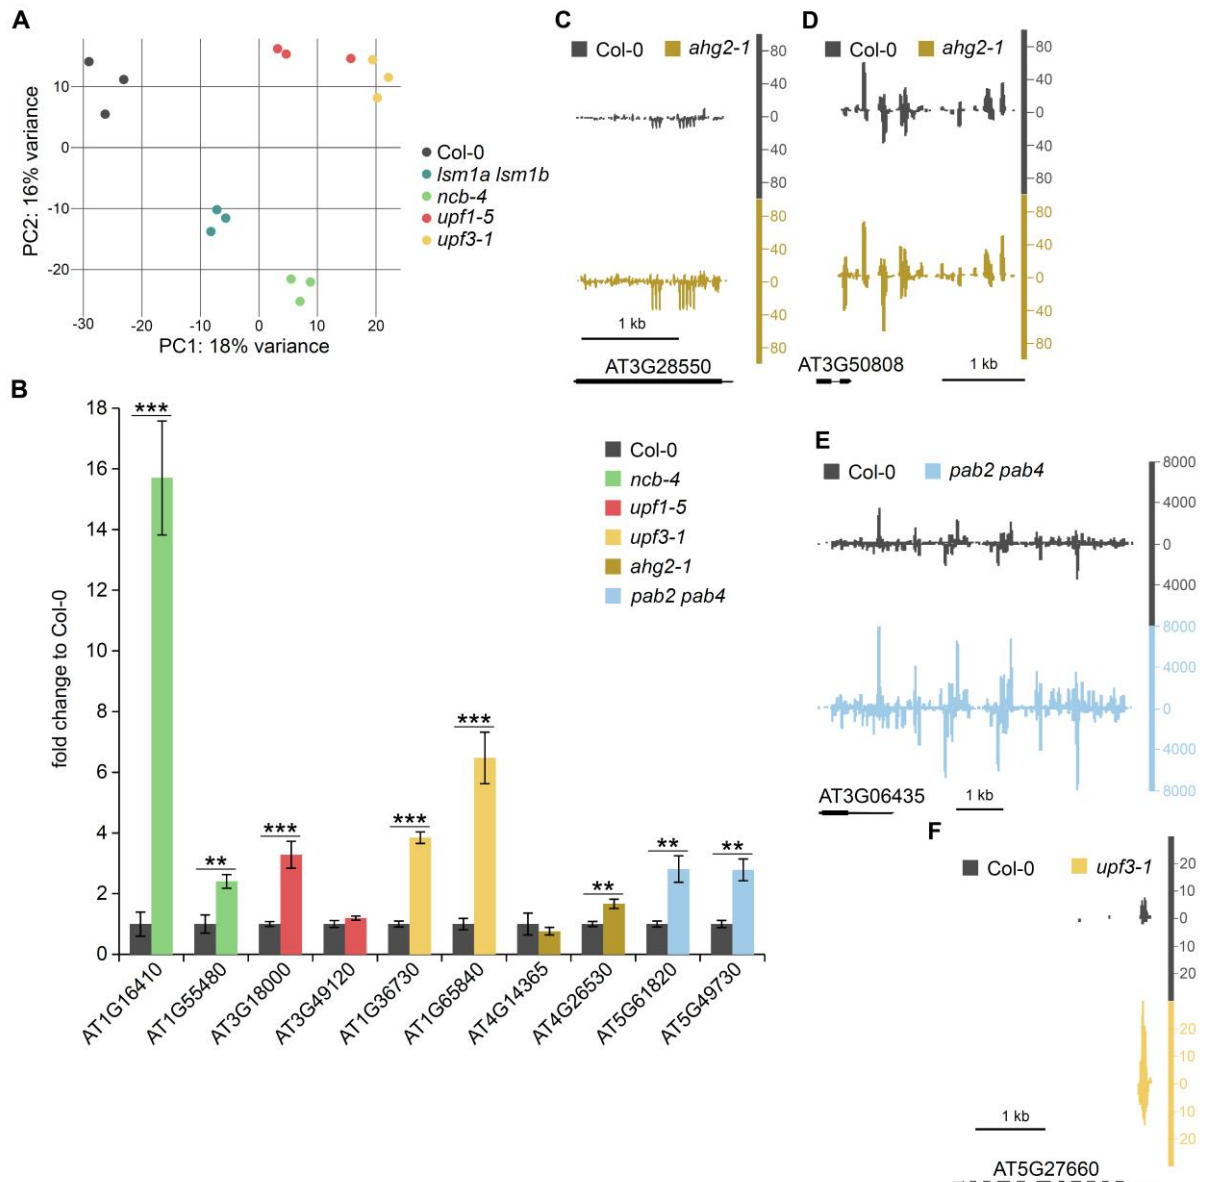

**Figure S3.** (A) PCA plot small RNA-seq for the second set of mutants. (B) RT-qPCR for selected genes with siRNAs produced only from one strand in *ncb-4*, *upf1-5*, *upf1-3*, *ahg2-1* and *pab2 pab4* mutants. Fold changes, expressed relative to the wild-type, represent a mean of three independent biological replicates with standard deviations (s.d); \*\* $P < 0.01$ ; \*\*\* $P < 0.001$  (t-test). *UBC9* mRNA was used as a reference. (C-F) Examples of genes with siRNA profiles lacking features of genuine rqc-siRNAs: (C) and (F) siRNAs with high level also in the wild type, (D-E): intergenic siRNA hotspots that overlap the gene only partially. Small RNAs tracks were normalised to reads per ten million.

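The genes of these profiles were called up here as well. AT3G06435 (chromosome 3 from 1968288 to 1970946) had 2273 ± 123 normalized RPM (SD, n = 3) in *pab2 pab4* and already 1014 ± 123 in Col-0 (2), a log2 fold change of 1.16 (SE 0.19, adjusted p = 0.000284, edgeR's quasi-likelihood test). AT3G28550 (chromosome 3 from 10700562 to 10704018) had 28.0 ± 2.56 in *ahg2-1* and 9.72 ± 3.26 in Col-0 (2), a log2 fold change of 1.51 (SE 0.20, adjusted p = 2.79e-05, same edgeR test). AT3G50808 (chromosome 3 from 18887614 to 18888047) had 3.22 ± 0.711 in *ahg2-1* and 0.648 ± 0.276, a log2 fold change of 2.31 (SE 0.40, adjusted p = 0.000465, same edgeR test). Against Col-0 (1), AT3G28550 had 0.56 and AT3G50808 0.81 in *ahg2-1*, both under the threshold. *DEG14* (AT5G27660, chromosome 5 from 9789468 to 9792378) had 4.26 ± 0.440 in *upf3-1* and 1.42 ± 0.141 in Col-0 (1), a log2 fold change of 1.58 (SE 0.33, adjusted p = 0.00071, same edgeR test).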

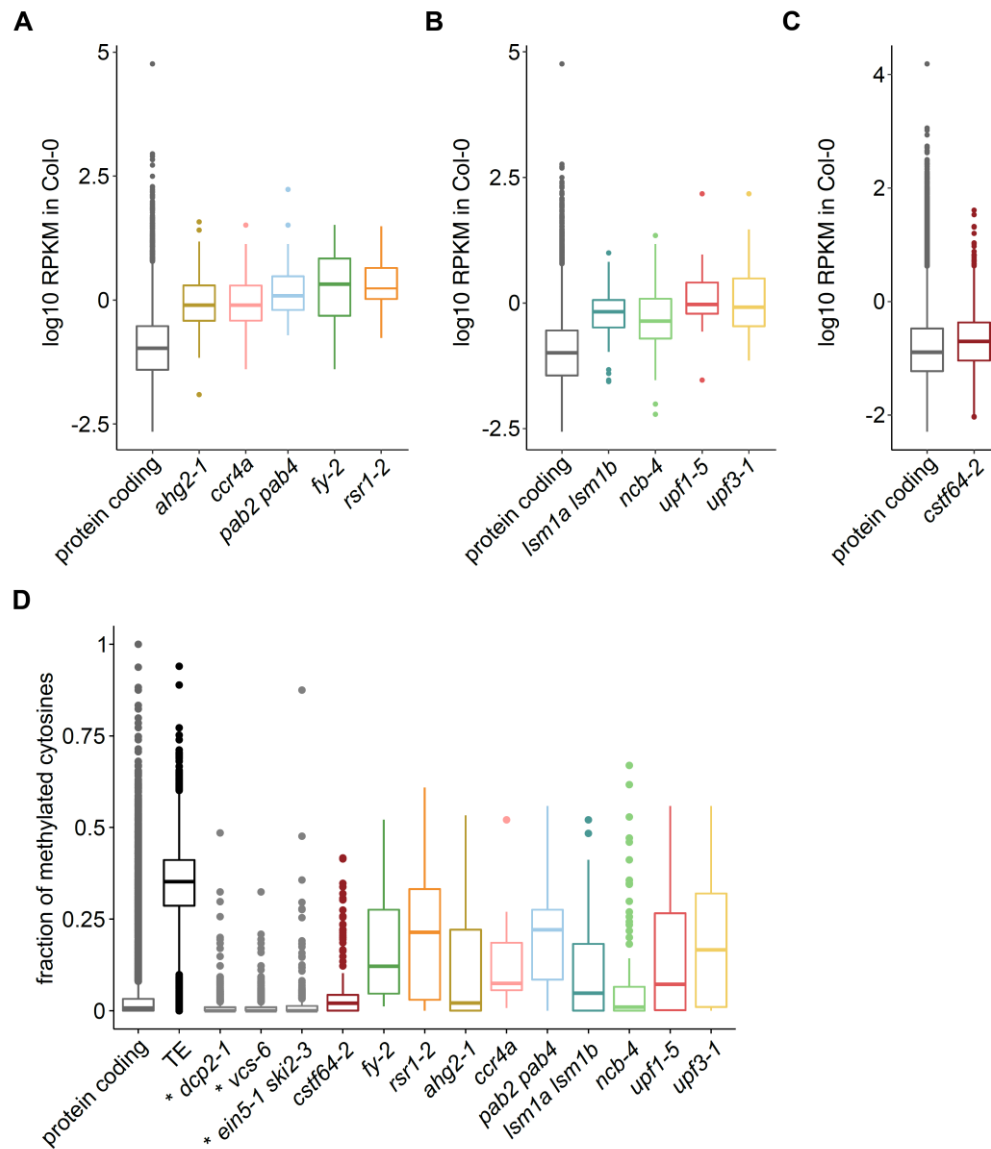

**Figure S4. (A-C)** In most of the analysed mutants, many genes with elevated siRNAs show a high level of small RNA production also in the Col-0 control. Small RNA levels were normalised to RPKMs. **(D)** Analysis of DNA methylation levels shows that many genes with up-regulation of siRNAs are characterised by the high level of methylated cytosines. The fraction of methylated cytosines were calculated for each gene based on published data for Col-0 (Schmitz et al. 2013). Two first boxplots show values for protein-coding genes and transposable elements (TE). The following three boxplots show results for protein-coding genes with elevated siRNA production in the published mutants: *dcp2-1* and *vcs-6* (Martinez de Alba et al. 2015), and the *ein5-1 ski2-3* double mutant (Zhang et al. 2015).

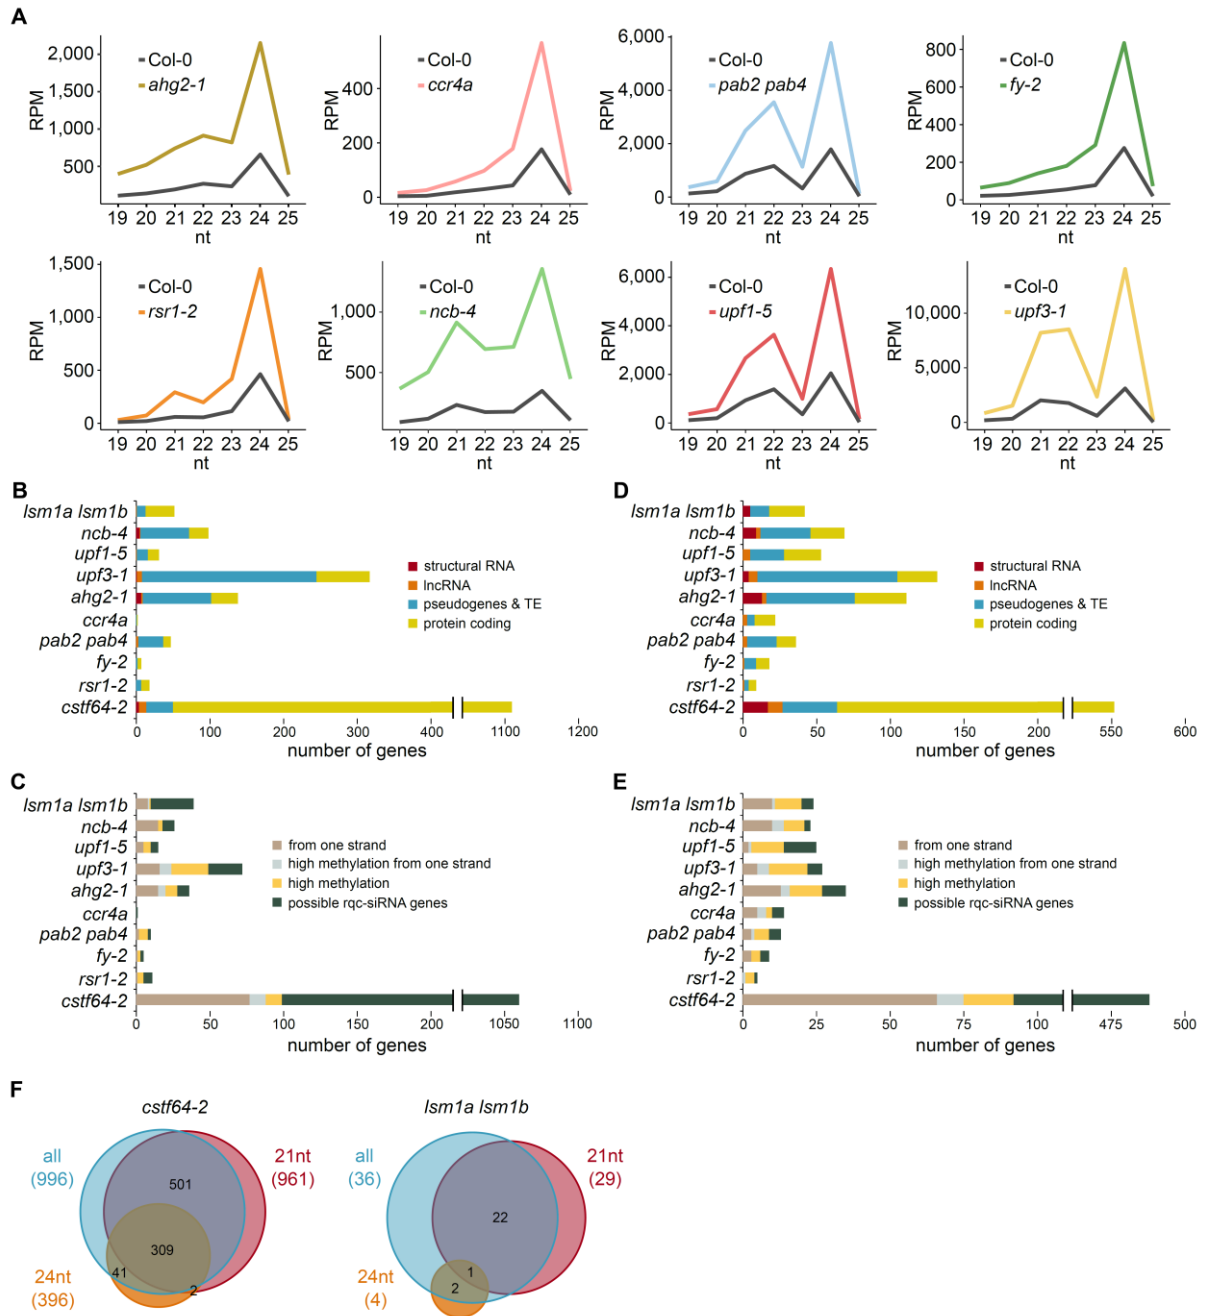

**Figure S5. (A)** Length distribution of siRNAs from protein-coding genes showing their up-regulation in the different analysed mutants. **(B)** Araport11-annotated genes with a significant up-regulation of 21-22 nt small RNAs ( $\log_2FC > 1$ ,  $FDR < 0.05$ ) were divided into producing structural RNAs, long non-coding RNAs, pseudogenes and transposable elements, and protein-coding. **(C)** Protein-coding genes with the accumulation of siRNAs were divided into producing siRNAs from only one strand, genes with high DNA methylation levels ( $> 20\%$  of all cytosines), genes fitting these two categories and genes that represent a possible source of rqc-siRNAs. **(D-E)** As for A-B but 24 nt long siRNAs were analysed. **(F)** Venn diagrams show a high overlap between genes identified for siRNA length classes and all siRNAs.

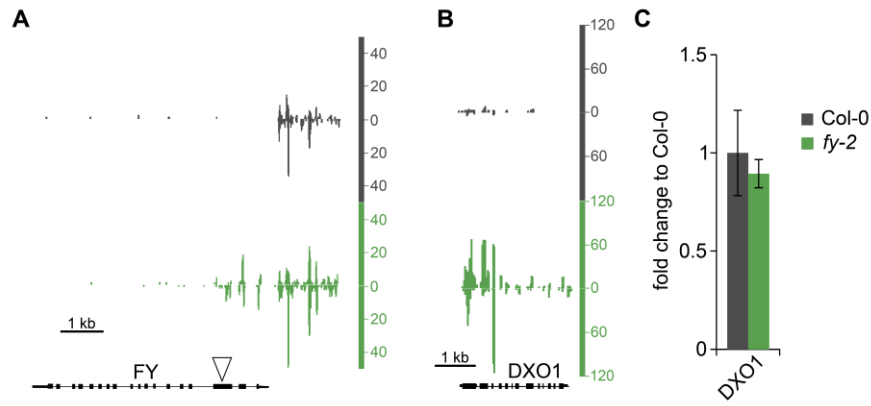

**Figure S6.** (A) siRNAs produced in the *fy-2* mutant downstream of the T-DNA insert (triangle) in the *FY* gene. (B) Profile of small RNA reads in Col-0 and the *fy-2* mutant over the *DXO1* gene. Small RNAs tracks were normalised to reads per ten million. (C) RT-qPCR of the *DXO1* mRNA. Fold change, expressed relative to the wild-type, represent a mean of three independent biological replicates with standard deviations (s.d.). *UBC9* mRNA was used as a reference.

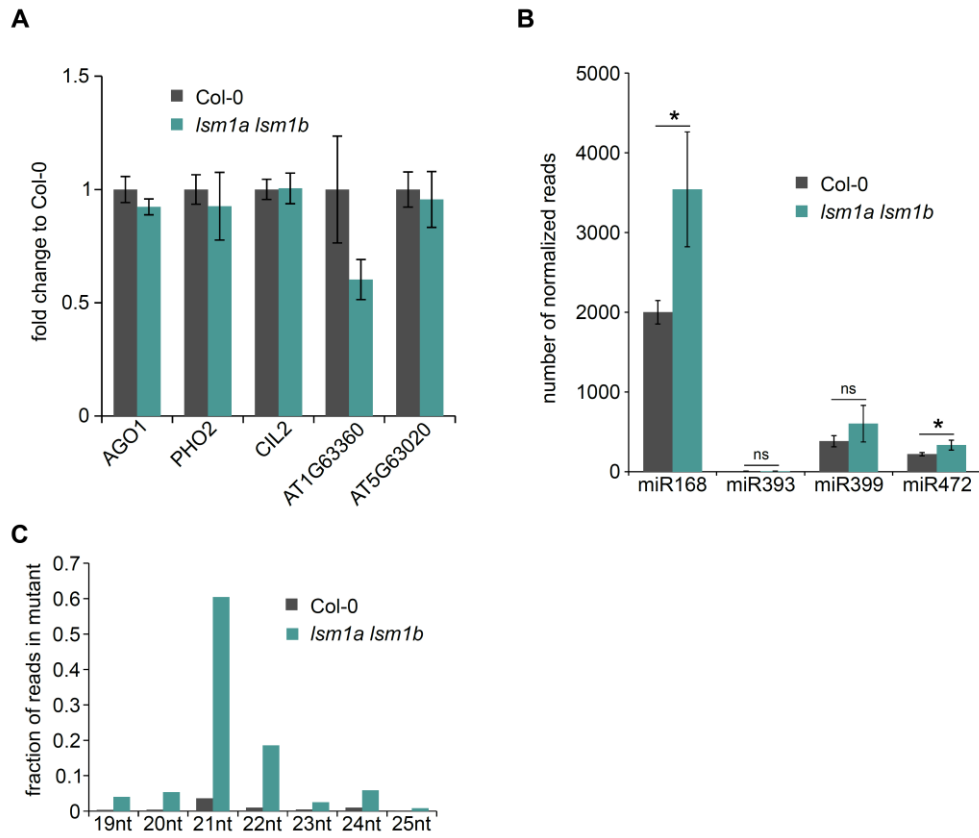

**Figure S7.** (A) RT-qPCR of five genes showed in profiles on Figure 4E-K. Fold changes, expressed relative to the wild-type, represent a mean of three independent biological replicates with standard deviations. None of these mRNAs showed a significant difference in their level (t-test). *UBC9* mRNA was used as a reference. (B) Quantification of miRNAs that target mRNAs with siRNA increase in the *lsm1a lsm1b* mutant. Bars represent mean of the normalised number of reads (RPM) from three sequencing biological replicas with standard deviations (s.d.); \* $P < 0.05$ , ns  $P > 0.05$  (t-test). (C) Length distribution of rqc-siRNAs for genes showing their up-regulation in *lsm1a lsm1b* double mutant.

**Table S1.** Libraries sequencing depth.

|                    | library 1<br>(M reads) | library 2<br>(M reads) | library 3<br>(M reads) |
|--------------------|------------------------|------------------------|------------------------|
| Col-0 (1)          | 11.4                   | 11.2                   | 11.2                   |
| <i>lsm1a lsm1b</i> | 10.9                   | 11.3                   | 11.1                   |
| <i>ncb-4</i>       | 11.4                   | 11.1                   | 10.3                   |
| <i>upf1-5</i>      | 11.1                   | 11.1                   | 11.2                   |
| <i>upf3-1</i>      | 11.4                   | 10.8                   | 11.0                   |
| Col-0 (2)          | 12.6                   | 13.4                   | 13.2                   |
| <i>ahg2-1</i>      | 13.0                   | 12.1                   | 13.4                   |
| <i>ccr4b</i>       | 13.5                   | 13.6                   | 13.3                   |
| <i>fy-2</i>        | 13.2                   | 13.5                   | 13.4                   |
| <i>pab2 pab4</i>   | 13.7                   | 13.6                   | 13.3                   |
| <i>rsr1-2</i>      | 13.3                   | 13.6                   | 13.5                   |
| Col-0 (3)          | 10.4                   | 10.3                   | 10.2                   |
| <i>cstf64-2</i>    | 10.3                   | 10.3                   | 10.1                   |

**Table S2.** List of primers used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

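Small RNAs were sequenced in 39 libraries, 3 for each of 13 groups. The first set holds Col-0 (1), *lsm1a lsm1b*, *ncb-4*, *upf1-5* and *upf3-1*, and the second Col-0 (2), *rsr1-2*, *fy-2*, *ahg2-1*, *pab2 pab4* and *ccr4a*, all from 14 day-old seedlings on MS medium. The third set holds *cstf64-2* and Col-0 (3) from 21 day-old plants on soil.

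The authors deposited raw counts, the number of reads or alignments on each of 37184 Araport11 genes, with no normalization. As their methods state, adapters were removed with cutadapt, reads were trimmed for quality with sickle and kept from 15 bases on, and bowtie mapped them to TAIR10 with no mismatch, with up to 10 places per read. HTSeq-count then counted them on exons. All read lengths are together, replicates are not pooled, and the strand setting of the deposited counts is not named in the paper's text. In the first and second set, counts of a read at several places were kept at each place, as 201 and 200 genes with identical counts in all libraries show. In the third set there were 0 such genes, so no count was compared between this set and the others except through fold changes. The deposit also gives 5 counter lines per library, for reads outside genes and the like, which were used only for the sum of all lines.

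Counts on genes ranged from 6437260 to 7968503 per library in the first set (median 7218653), from 7767365 to 9151932 in the second (median 8900189) and from 2015212 to 2323991 in the third (median 2267457). Table S1 gives 10.3 to 11.4, 12.1 to 13.7 and 10.1 to 10.4 M reads per library for the 3 sets. A gene with 3 counts or fewer in all libraries of a group was treated as at the floor. Reads carry no molecular identifiers, so the floors cover counting error only.

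Of the genes in the counts, 36899 matched the TAIR10.1 annotation by their identifier and 285 organelle genes did not. Of these, 27444 were protein-coding and 4829 pseudogenes. The paper used TAIR10 with Araport11. Gene symbols are those of the annotation or the paper, and none was paired with *CCR4A*. None of the 326 miRNA genes of the reference is in the counts, so miRNAs are not analysed here. Reads of single lengths, RT-qPCR, GO terms and published lists of other mutants are not analysed here.

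Each mutant was compared with the Col-0 of its set in edgeR 4.0.16 (R 4.3.3), with TMM normalization, the filterByExpr filter, the quasi-likelihood test and Benjamini-Hochberg adjustment over all genes tested. A gene was called with an adjusted p-value under 0.05 and a log2 fold change over 1 in size. Col-0 (2) was compared with Col-0 (1) the same way. DESeq2 1.42.0 was the main alternative, since the paper used an earlier version of it. Principal components were computed on the 500 most variable genes after its regularized log transformation, and genotypes were permuted 10000 times. Convergent genes were found within 400 bp, and 10000 random lists of genes were drawn. Normalized counts are given in RPM, the TMM-scaled counts per M reads on genes. Other computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and matplotlib 3.10.9 for the figures.

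The genes named in the text were fixed before the data were examined. They are every gene the paper names or shows, the mutated genes, and in each mutant up to 2 protein-coding genes with the largest log2 fold change among those called whose libraries do not overlap with Col-0. *DXO1* outside *fy-2* and the genes in the last part of the closing section were chosen after their values were seen.

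The alternatives were DESeq2's size factors and the library sizes of Table S1 for the scaling, no filter or a mean of at least 10 counts, DESeq2 with and without a beta prior, the replicate number as a block, all groups of a set in one fit, the Col-0 of the other 14 day-old set, genes with identical counts as 1 gene, and each library left out in turn. DESeq2 without independent filtering was added after the values were seen.

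The tests were tested on simulated data built on each Col-0 group, with 200 genes changed. All were changed by clearly more than the threshold, and none had a low mean count. edgeR recovered 98.5% of them in Col-0 (1), 99.0% in Col-0 (2) and 98.5% in Col-0 (3), with 5, 9 and 7 false calls, and called 0 genes when none was changed. DESeq2 recovered 93.5%, 97.0% and 97.5%, with 0, 0 and 1 false calls. These shares do not tell how many genes near the threshold or with few reads are found. In the data, the median log2 fold change of the genes up ranged from 1.24 in *upf3-1* to 2.29 in *cstf64-2*. The search for the nearest convergent gene was checked on 4000 simulated genes and found 4000.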

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

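The tests of other groupings of the libraries, of depth and of scaling in this part were chosen after the results were seen, and the tests against the other Col-0 group were set before.

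The paper reports genes with more small RNA reads, and genes with fewer reads were also found. In 8 mutants these numbered more than the 114 genes that were lower in Col-0 (2) than in Col-0 (1), where no mutation separates the groups. They were 494 genes in *ahg2-1*, 304 in *cstf64-2*, 522 in *lsm1a lsm1b*, 686 in *ncb-4*, 435 in *pab2 pab4*, 149 in *rsr1-2*, 344 in *upf1-5* and 737 in *upf3-1*. Protein-coding genes made up 38.2% of the genes down in *cstf64-2* and between 74.3% and 91.3% in the other 7 mutants. The 6 libraries of a comparison can be split in 10 ways, of which 4 part all same-numbered pairs, and the 6 others leave a same-numbered pair together. In each of the 10 mutants, 1 of these 4 splits gave as many genes past the threshold as the real one, which is the real one itself. The other 3 gave 0 genes in every mutant, and the 6 splits that leave a pair together gave 19 at most, against 60 to 1554 for the real ones. Since 4 splits never give a share under 0.05, that share was bound to leave chance open. The counts of the other splits go against chance, as do the 0 genes called in simulated data with none changed. The scaling of the libraries was tested with the library sizes of Table S1, and 3 mutants then had more genes down than the 188 of the Col-0 comparison, with 258 in *ahg2-1*, 248 in *ncb-4* and 234 in *upf3-1*. The other 5 had fewer, from 40 in *rsr1-2* to 162 in *cstf64-2*. In the opposite direction the Col-0 comparison had 91 genes under this scaling. That number was also exceeded by *cstf64-2*, by *upf1-5* with 140 and by *pab2 pab4* with 92, so the split depends on the direction chosen. This scaling also raised the median log2 fold change in all 8, by 0.24 to 0.69, so that fewer genes down follow from the shift itself. With DESeq2's size factors, 7 of the 8 stayed above the 135 of the Col-0 comparison, with 431 in *ahg2-1*, 377 in *cstf64-2*, 374 in *lsm1a lsm1b*, 584 in *ncb-4*, 300 in *pab2 pab4*, 316 in *upf1-5* and 623 in *upf3-1*, and *rsr1-2* had 94. In *ahg2-1*, *ncb-4* and *upf3-1* neither scaling accounts for all of the genes down. In *cstf64-2*, *lsm1a lsm1b*, *pab2 pab4* and *upf1-5* only the library sizes of Table S1 brought the number below. They shift the mutants up and the Col-0 comparison down, by -0.15, so this fall follows from the shift and does not show that the scaling is the origin of the genes down. Which scaling is right was not tested. In *rsr1-2* both scalings brought the number below. Both shift this mutant up, by 0.36 and 0.12, and the Col-0 comparison down, by -0.15 and -0.06. The fall in *rsr1-2* follows from the shift as well, so the test cannot tell the scaling apart from a biological explanation there.

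Col-0 (2) and Col-0 (1) are both wild type, and the paper does not compare them. Between them, 148 genes were higher and 114 lower in Col-0 (2), with 1836 of 8840 genes at an unadjusted p under 0.05. This total of 262 genes is larger than the 60 in *ccr4a*, the 114 in *fy-2* and the 235 in *rsr1-2*. Of the 4 splits that part all same-numbered pairs, 1 gave as many genes, the real one, and the largest of the others gave 9. Depth was tested by thinning all 6 libraries to 7669447 reads, and 259 genes still passed the threshold. Scaling was tested with the other scalings, of which the smallest total was 265 genes. Neither depth nor scaling accounts for the difference. The groups belong to different sets of libraries, and a difference between the sets in growth, library preparation or sequencing cannot be told apart from any other cause. No biological explanation was tested, since the genotype is the same.

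The calls in the mutants were tested against the Col-0 of the other 14 day-old set. Of the calls in the 4 mutants of the set of *lsm1a lsm1b*, 52.0% were also up against Col-0 (2), and of those in the 5 mutants of the set of *ahg2-1*, 31.0% were also up against Col-0 (1). The share was 16.3% in *rsr1-2*, 23.4% in *fy-2*, 23.4% in *pab2 pab4*, 37.2% in *ahg2-1* and 48.9% in *ccr4a*. It was 42.4% in *upf1-5*, 50.5% in *lsm1a lsm1b*, 52.5% in *ncb-4* and 55.6% in *upf3-1*. Without a threshold, 1037 of 1086 calls of the first set and 614 of 676 of the second kept their direction against the other Col-0, a smaller difference between the sets. An unusual Col-0 (2) group may account for part of the calls in the set of *ahg2-1*, and the difference between the sets holds the control and the batch together.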

How the results depend on the processing

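The alternatives were set before the data were examined, apart from DESeq2 without independent filtering, which was added after the values were seen. For the genes named in the text, 838 values were recomputed under other settings. Of these, 744 kept their direction and their side of the limit on the adjusted p-value. A further 78 no longer met this limit, 9 newly met it and 7 reversed. With 1 library left out at a time, 483 of 540 kept direction and side, 51 became weaker, 4 stronger and 2 reversed. The threshold on the log2 fold change was not part of these counts, so values that crossed it alone were counted as kept. With DESeq2's size factors in edgeR, for example, *CDC48* in *cstf64-2* moved from 1.03 to 0.97 and *AGO1* in *lsm1a lsm1b* from 0.91 to 1.01. These counts therefore do not tell how many calls stay the same. Of 397 recomputed counts and summary values, 244 stayed within 1.5 times the reported count or within the spread of the replicates, 143 moved farther and 10 reversed. In the fits that each left out one library, 183 of 204 stayed within these limits. For the changes listed below the cause was not tested. The fits for *cstf64-2* were not run against another Col-0, since no other set was grown on soil to that age.

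The scaling of the libraries moved most of the counts. With the library sizes of Table S1 in place of TMM normalization, the genes that were up numbered 722 in *ahg2-1*, 92 in *ccr4a*, 1.7e+02 in *fy-2*, 2458 in *lsm1a lsm1b*, 1777 in *ncb-4*, 1064 in *pab2 pab4*, 588 in *rsr1-2*, 925 in *upf1-5* and 2331 in *upf3-1*. The protein-coding genes that were up numbered 283 in *ahg2-1*, 68 in *ccr4a*, 74 in *fy-2*, 782 in *lsm1a lsm1b*, 719 in *ncb-4*, 310 in *pab2 pab4*, 159 in *rsr1-2*, 386 in *upf1-5* and 748 in *upf3-1*. Those down numbered 258 in *ahg2-1*, 9 in *ccr4a*, 162 in *cstf64-2*, 26 in *fy-2*, 45 in *lsm1a lsm1b*, 248 in *ncb-4*, 92 in *pab2 pab4*, 40 in *rsr1-2*, 140 in *upf1-5* and 234 in *upf3-1*. Under this scaling 91 genes were higher and 188 lower in Col-0 (2) than in Col-0 (1). It shifted the median log2 fold change of all genes tested by 0.24 (*cstf64-2*) to 0.69 (*lsm1a lsm1b*), and by -0.15 between the Col-0 groups, and the fold changes of single genes move with it. Under DESeq2's size factors in edgeR, the genes that were up numbered 282 in *pab2 pab4* and 147 in *rsr1-2*. Protein-coding genes up then numbered 44 in *fy-2* and 126 in *pab2 pab4*. Those down numbered 94 in *rsr1-2*. These size factors shifted the median log2 fold change by 0.12 in *pab2 pab4* and *rsr1-2*. The share of calls that were up changed from 40.3% to 50.5% in *ahg2-1*, 41.2% to 57.9% in *fy-2*, 28.7% to 45.2% in *lsm1a lsm1b*, 31.5% to 42.5% in *ncb-4*, 27.7% to 48.5% in *pab2 pab4*, 36.6% to 61.0% in *rsr1-2* and 36.1% to 46.6% in *upf3-1*, where TMM normalization gave the first value.

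The choice of test lowered many counts. By DESeq2 without a beta prior, the genes that were up numbered 28 in *ccr4a*, 16 in *fy-2*, 43 in *rsr1-2* and 86 in *upf1-5*. The protein-coding genes that were up numbered 19 in *ccr4a*, 11 in *fy-2*, 117 in *ncb-4*, 47 in *pab2 pab4*, 24 in *rsr1-2* and 43 in *upf1-5*. Those down numbered 251 in *ahg2-1*, 7 in *ccr4a*, 16 in *fy-2*, 255 in *lsm1a lsm1b*, 402 in *ncb-4*, 127 in *pab2 pab4*, 17 in *rsr1-2*, 191 in *upf1-5* and 482 in *upf3-1*. This test called 80 genes higher in Col-0 (2) than in Col-0 (1). With the beta prior that was the default of the version the paper used, the genes that were up numbered 27 in *ccr4a*, 9 in *fy-2*, 110 in *lsm1a lsm1b*, 198 in *ncb-4*, 44 in *pab2 pab4*, 23 in *rsr1-2* and 55 in *upf1-5*. Protein-coding genes up then numbered 95 in *ahg2-1*, 17 in *ccr4a*, 7 in *fy-2*, 64 in *lsm1a lsm1b*, 107 in *ncb-4*, 15 in *pab2 pab4*, 15 in *rsr1-2*, 26 in *upf1-5* and 92 in *upf3-1*. Those down numbered 228 in *ahg2-1*, 5 in *ccr4a*, 8 in *fy-2*, 182 in *lsm1a lsm1b*, 370 in *ncb-4*, 63 in *pab2 pab4*, 11 in *rsr1-2*, 146 in *upf1-5* and 447 in *upf3-1*. Between the Col-0 groups, 56 genes were then higher and 63 lower. Without independent filtering, an alternative added after the values were seen, the genes that were up numbered 25 in *ccr4a*, 28 in *fy-2*, 113 in *lsm1a lsm1b*, 183 in *ncb-4*, 91 in *pab2 pab4*, 52 in *rsr1-2* and 66 in *upf1-5*. The protein-coding genes that were up numbered 95 in *ahg2-1*, 16 in *ccr4a*, 64 in *lsm1a lsm1b*, 92 in *ncb-4*, 41 in *pab2 pab4*, 31 in *rsr1-2*, 31 in *upf1-5* and 79 in *upf3-1*. Those down numbered 211 in *ahg2-1*, 5 in *ccr4a*, 16 in *fy-2*, 186 in *lsm1a lsm1b*, 323 in *ncb-4*, 103 in *pab2 pab4*, 31 in *rsr1-2*, 186 in *upf1-5* and 394 in *upf3-1*. Between the Col-0 groups, 59 were higher and 74 lower.

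Against the Col-0 of the other 14 day-old set, the genes that were up numbered 183 in *ccr4a*, 118 in *fy-2*, 467 in *lsm1a lsm1b*, 631 in *ncb-4*, 458 in *upf1-5* and 745 in *upf3-1*. Protein-coding genes up then numbered 135 in *ccr4a*, 72 in *fy-2*, 135 in *pab2 pab4* and 141 in *upf1-5*. Those down numbered 143 in *ccr4a*, 163 in *fy-2*, 1143 in *lsm1a lsm1b*, 1119 in *ncb-4*, 233 in *rsr1-2* and 595 in *upf1-5*. The same change of control reversed 6 log2 fold changes, to -0.59 for *FBA5* (AT4G26530) in *ahg2-1*, 0.68 for *DXO1* (AT4G17620) in *ccr4a*, 0.021 for *UPF1* (AT5G47010) in *upf1-5*, -1.37 and -0.79 for AT5G43755 in *lsm1a lsm1b* and *ncb-4*, and -0.57 for *DEG6* (AT1G51150) in *rsr1-2*. *UPF1* also changed sign with the library sizes of Table S1, to 0.30, to 0.059 without replicate 1 of Col-0 (1) and to 0.056 without replicate 2 of *upf1-5*. With no filter beyond 1 count, the genes that were up numbered 329 in *lsm1a lsm1b* and 251 in *pab2 pab4*. The protein-coding genes that were up numbered 191 in *lsm1a lsm1b* and 129 in *pab2 pab4*. Those down numbered 26 in *ccr4a*. With all groups of a set in one fit, 41 protein-coding genes were up in *fy-2*.

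With the replicate number as a block (a paired design), the genes up numbered 303 in *ahg2-1*, 52 in *ccr4a*, 1253 in *cstf64-2*, 47 in *fy-2*, 175 in *lsm1a lsm1b*, 305 in *ncb-4*, 154 in *pab2 pab4*, 75 in *rsr1-2*, 110 in *upf1-5* and 416 in *upf3-1*, and the genes down 450 in *ahg2-1*, 24 in *ccr4a*, 306 in *cstf64-2*, 72 in *fy-2*, 442 in *lsm1a lsm1b*, 686 in *ncb-4*, 412 in *pab2 pab4*, 123 in *rsr1-2*, 322 in *upf1-5* and 724 in *upf3-1*. Protein-coding genes up numbered 140 in *ahg2-1*, 35 in *ccr4a*, 1167 in *cstf64-2*, 27 in *fy-2*, 99 in *lsm1a lsm1b*, 180 in *ncb-4*, 78 in *pab2 pab4*, 41 in *rsr1-2*, 60 in *upf1-5* and 147 in *upf3-1* with this block. Between Col-0 (2) and Col-0 (1) the block gave 117 higher and 96 lower. Only the 24 genes down in *ccr4a* lay more than 1.5 times from the count without a block. Same-numbered libraries had a mean correlation of their deviations between -0.0778 and 0.0486 across genes in the comparisons other than *cstf64-2*, so the replicate numbers carry little pairing there.

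Across the 6 fits that each left out one library, the genes up ranged from 267 to 387 in *ahg2-1*, 29 to 51 in *ccr4a*, 1142 to 1581 in *cstf64-2*, 26 to 66 in *fy-2*, 155 to 230 in *lsm1a lsm1b*, 246 to 340 in *ncb-4*, 105 to 224 in *pab2 pab4*, 56 to 148 in *rsr1-2*, 76 to 178 in *upf1-5* and 322 to 518 in *upf3-1*. Protein-coding genes up ranged from 135 to 158 in *ahg2-1*, 19 to 36 in *ccr4a*, 1061 to 1474 in *cstf64-2*, 19 to 33 in *fy-2*, 94 to 137 in *lsm1a lsm1b*, 141 to 185 in *ncb-4*, 48 to 91 in *pab2 pab4*, 35 to 61 in *rsr1-2*, 48 to 86 in *upf1-5* and 118 to 165 in *upf3-1*. Genes down ranged from 302 to 572 in *ahg2-1*, 11 to 38 in *ccr4a*, 305 to 352 in *cstf64-2*, 22 to 107 in *fy-2*, 384 to 587 in *lsm1a lsm1b*, 606 to 686 in *ncb-4*, 244 to 583 in *pab2 pab4*, 79 to 191 in *rsr1-2*, 290 to 369 in *upf1-5* and 697 to 834 in *upf3-1*. Between Col-0 (2) and Col-0 (1) they ranged from 115 to 190 higher and from 98 to 133 lower. With replicates left out, PC1 carried from 34.6% to 36.7% in the set of *lsm1a lsm1b* and from 38.9% to 44.9% in that of *ahg2-1*. The share of reads on the genes up in *cstf64-2* ranged from 0.486% to 0.491% in the mutant and from 0.0879% to 0.0928% in Col-0 (3).

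The first component carried 24.4% of the variance in the set of *ahg2-1* and 21.8% in that of *lsm1a lsm1b* when all genes that passed the filter were used, and 27.7% and 31.1% on log2 CPM with a prior count of 2. The share of reads on genes up in *cstf64-2* was 0.453% in the mutant and 0.0734% in Col-0 (3) with the genes called by DESeq2, 0.452% and 0.0733% with the paper's own 1102 genes, 0.505% and 0.0960% of the sum of all lines of the count files, and 2.18% and 0.440% of the reads counted on genes. The share of up genes with a convergent gene, the overlap of *rsr1-2* with *cstf64-2* and the counts with identical genes merged kept their direction and their side of the threshold or stayed within 1.5 times the reported count.

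The level of the up genes in the wild type, above that of all protein-coding genes with a read, fell below that of the protein-coding genes tested, with differences of -0.237 in *ahg2-1*, -0.208 in *ccr4a*, -0.741 in *cstf64-2*, -0.0310 in *fy-2*, -0.167 in *lsm1a lsm1b*, -0.439 in *ncb-4*, -0.261 in *pab2 pab4*, -0.0463 in *rsr1-2*, -0.157 in *upf1-5* and -0.199 in *upf3-1* (in median log10 values). The depth limits all comparisons on protein-coding genes, which carried 517343 to 733058 reads per library in the 14 day-old sets and 396317 to 501027 in the set of *cstf64-2*, so that most genes had too few reads to be tested.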

Differences from the paper's values

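A gap is called closed here where an alternative came within 1.5 times the paper's value, which need not equal it. In *ccr4a*, 45 genes were up here against the paper's 28, and 29 protein-coding genes against the paper's 19. Of the alternatives set before the data were examined, a filter on a mean of at least 10 counts gave 42 and 27, DESeq2 without a beta prior gave 28 and 19, and DESeq2 with a beta prior gave 27 and 17. Fits without *ccr4a* replicate 1 gave 29 and 19, without *ccr4a* replicate 3 37 and 26, and without Col-0 (2) replicate 2 35 and 24, while the fit without Col-0 (2) replicate 3 gave 39 genes. The other alternatives did not close these gaps. DESeq2 without independent filtering, chosen after seeing the values, gave 25 and 16.

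In *fy-2*, 47 genes were up here against the paper's 28. Of the alternatives set before the data were examined, fits without *fy-2* replicates 1, 2 and 3 gave 35, 26 and 34, and the fit without Col-0 (2) replicate 2 gave 40, and the others did not close the gap, DESeq2 without a beta prior with 16 among them. DESeq2 without independent filtering, which was chosen after seeing the values, gave 28.

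The reads on the genes up in *cstf64-2* were 0.488% of the mutant libraries here against the paper's 1%, and 0.0907% of the wild-type libraries against the paper's 0.15%. None of the alternatives set before the data were examined closed these gaps. The nearest from below was the sum of all lines of the count files as the total, with 0.505% and 0.0960%, and the total counted on genes gave 2.18% and 0.440%.

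The paper's number of protein-coding genes up in *ncb-4* in Supplementary Dataset 1 is 117, against 183 here. DESeq2 without a beta prior gave 117, DESeq2 with a beta prior 107 and a filter on a mean of at least 10 counts 152. Fits without *ncb-4* replicates 1, 2 and 3 gave 148, 141 and 163, and the fit without Col-0 (1) replicate 2 gave 150, and the other alternatives set before the data were examined did not close the gap. DESeq2 without independent filtering, chosen after seeing the values, gave 92.

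In *pab2 pab4* the paper's number of protein-coding genes up is 47, against 80 here. DESeq2 without a beta prior gave 47. Fits without *pab2 pab4* replicates 1, 2 and 3 gave 48, 59 and 60, and those without Col-0 (2) replicates 1 and 2 gave 57 and 58, while the other alternatives set before the data were examined did not close the gap. Without independent filtering, chosen after seeing the values, DESeq2 gave 41.

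In *rsr1-2* the paper's numbers are 43 genes and 24 protein-coding genes up, against 86 and 48 here. DESeq2 without a beta prior gave 43 and 24, the fit without *rsr1-2* replicate 1 gave 60 and 36, and the fit without *rsr1-2* replicate 2 gave 56 and 35. The other alternatives set before the data were examined did not close these gaps. DESeq2 without independent filtering, chosen after seeing the values, gave 52 and 31.

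In *upf1-5* the paper's numbers are 82 genes and 43 protein-coding genes up, against 144 and 80 here. DESeq2 without a beta prior gave 86 and 43, and the replicate block gave 110 and 60. Fits without *upf1-5* replicate 1 gave 114 and 55, without *upf1-5* replicate 2 76 and 54, and without Col-0 (1) replicate 2 88 and 48. DESeq2 with a beta prior gave 55 and 26, both under the paper's numbers, and only the first within 1.5 times. The other alternatives set before the data were examined did not close these gaps. DESeq2 without independent filtering, chosen after seeing the values, gave 66 and 31.

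In the principal component analysis of the set of *ahg2-1*, PC1 carried 39.0% of the variance here and about 20% in Supplementary Fig. S2A, read by eye. All genes passing the filter gave 24.4% and log2 CPM with a prior count of 2 gave 27.7%, and the other alternatives set before the data were examined did not close the gap. In the set of *lsm1a lsm1b*, PC1 carried 34.2% and PC2 28.7% here, against about 18% and about 16% in Supplementary Fig. S3A, read by eye. All genes passing the filter gave 21.8% and 18.4%, and the other alternatives set before the data were examined did not close these gaps.

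The paper states that small RNAs from *SMXL4* do not accumulate in *lsm1a lsm1b*, and this gene was called up here (adjusted p = 0.00467, from 0.000158 to 0.0981 over the alternatives that tested it, the last from DESeq2 without independent filtering, which was chosen after seeing the values). It states that the change of *NIA2* was not significant over all read lengths, and its log2 fold change here was 1.72 (adjusted p = 0.0139, from 3.38e-20 to 0.353 over the alternatives). It excepts *cstf64-2* from the mutants whose up genes have a higher wild-type level, and the difference in that mutant was 0.308 here. It describes a poor separation of genotypes in the set of *ahg2-1*, where genotypes accounted for 97.4% of the variance of PC1 here. On PC1 *ahg2-1* had a mean of 14.0, while *ccr4a* and Col-0 (2) had -5.31 and -5.27 and were not separated. The share therefore does not show that all genotypes separate. *BLH7* is not marked as called in Fig. 1E and *CDC48* is not on the paper's list, and here they had log2 fold changes of 1.48 and 1.03 and were called up. DESeq2 without a beta prior called neither, with an adjusted p of 0.0697 for *BLH7* and a log2 fold change of 0.98 for *CDC48*. AT3G57720 and AT5G57890 are called in *rsr1-2* by the paper and had log2 fold changes of 0.94 and 0.97 here, below the threshold. Both passed it with DESeq2 without a beta prior (1.06 and 1.08), DESeq2's size factors in edgeR (1.06 and 1.08), the library sizes of Table S1 (1.33 and 1.34) and no filter beyond 1 count (1.04 and 1.06). AT3G57720 also passed it against the Col-0 of the other 14 day-old set (1.63), without *rsr1-2* replicate 3 (1.08), without Col-0 (2) replicate 1 (1.03) and with DESeq2 without independent filtering (1.06), which was chosen after seeing the values. AT5G57890 also passed it with all groups in one fit (1.00), without *rsr1-2* replicate 1 (1.20) and without Col-0 (2) replicate 3 (1.09). Against the Col-0 of the other 14 day-old set AT5G57890 had only 0.52. Without *rsr1-2* replicate 2, AT3G57720 and AT5G57890 had 0.74 and 0.79. *AGO1* is on the paper's list for *lsm1a lsm1b* and had a log2 fold change of 0.91 here, and it passed the threshold with DESeq2 without a beta prior (1.01), DESeq2's size factors in edgeR (1.01), the library sizes of Table S1 (1.61) and DESeq2 without independent filtering (1.01), which was chosen after seeing the values. Of 69 log2 fold changes of named genes that the paper lists, 19 are lower bounds here, set in part by the prior, and are left out. Of the other 50, 0 differed by more than the larger error, with a median difference of 0.077 in size and a largest of 0.15.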

Other observations

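Chosen after the result was seen were the tests on the reads of rRNA and organelle genes, on the position of *upf1-5* replicate 2 and on 15 bases in common between *NIA1* and *NIA2*, and the counting of convergent pairs. The comparisons of *DXO1* outside *fy-2* and the rule by which its test is read were also chosen or changed after the values were seen, as were the searches for genes at the floor in one group and for a shared sequence.

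In *cstf64-2* the nearest convergent gene of an up gene was often up as well. Among 192 pairs of tested protein-coding genes with no overlap and a gap under 400 bp, both genes were up in 114, one in 46 and none in 32. The nearest convergent gene was up for 83.2% of the up genes and for 41.8% of the tested genes that were not up (odds ratio 7.11, two-sided Fisher's exact test, p = 2.22e-08). Among 159 overlapping pairs these shares were 81.5% and 50.6% (p = 0.000158 from Fisher's exact test). At a gap of 400 bp or more, both genes were up in 4 of 131 pairs and one in 11, with shares of 42.1% and 4.53% (odds ratio 16.6, p = 0.00164 from Fisher's exact test), so the pattern is not limited to close pairs. Reads counted at both genes of an overlap do not account for the pattern, since genes with a gap share no annotated base. The pairs were counted once each after a first count had used each gene of a pair separately. That both mRNAs of a close pair feed a common double-stranded RNA is a hypothesis that the pairs farther apart weaken, and reads beyond annotated 3′ ends, which would also reach both genes, are not analysed here.

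The genes up in the 10 mutants lay above all protein-coding genes in their wild-type level. Whether this follows from the test, which cannot call genes with few reads, was tested with random lists of the genes tested. In 0 of the 10 mutants were the up genes above 95% of these lists. A gene can enter the test on its mutant reads alone, which places up genes low among the genes tested, so this result follows in part from the filter. The limit on low counts may account for the higher wild-type level, and the test does not show that it does.

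Reads on pseudogenes and transposable elements, in RPM of the library size, were 1.25-fold (*ccr4a*) to 1.94-fold (*upf3-1*) the wild-type level in the 9 mutants of 14 day-old seedlings, and 1.02-fold in *cstf64-2*. In 6 of the 9 mutants all 3 libraries lay above their 3 Col-0 libraries (two-sided exact permutation test, p = 0.1 in each, the smallest that 3 libraries against 3 allow). Fewer rRNA and organelle reads in the mutant libraries could raise this level for every other gene. In *pab2 pab4* and *rsr1-2* these reads were 540013 and 547032 RPM against 553756 in Col-0 (2). In each, 1 library lay below all 3 of Col-0 (2). The level rose 1.68-fold and 1.55-fold there, which argues against fewer such reads as its source in these 2 mutants. In *ahg2-1*, *fy-2* and every mutant of the set of *lsm1a lsm1b*, all 3 libraries had fewer such reads. Relative to the reads on protein-coding genes, 24 of the 27 mutant libraries lay above all 3 Col-0 libraries of their set, so the rise was larger than that of the protein-coding genes, but a common gain of short fragments was not excluded and the pattern cannot be told apart from it. A few single genes do not account for it, since in 0 of the mutants did 10 genes carry more than 50% of the gain, and the largest share was 8.91% in *upf1-5*. Genes were not grouped into families, and reads counted at several places spread over the copies of a family. A few repeated families are therefore not excluded.

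In *rsr1-2* and *ahg2-1*, counts of *DXO1* were above those of Col-0 (2), and reads from the *fy-2* libraries could give that. If so, genes with no reads in Col-0 (2) that were up in *fy-2* should have reads there in proportion. The 3 such genes had 378 reads summed over *rsr1-2* and *ahg2-1*, where 68.1 would follow from *DXO1*. The same genes had 497 reads in *ccr4a* and 99 in *pab2 pab4*, where *DXO1* was not higher, so they are not specific to *fy-2*. *FY* had 56, 31 and 23 reads in *fy-2* and 1, 2 and 3 in Col-0 (2). It had 1, 4 and 1 in *rsr1-2* and 5, 6 and 2 in *ahg2-1*. There was no excess in *rsr1-2*, which goes against *fy-2* reads there, though these counts are near the floor. In *ahg2-1* replicates 1 and 2 were above Col-0 (2), so *fy-2* reads are not excluded there. The test on the 3 genes itself leaves open whether *fy-2* reads reached the other libraries, and the rule was narrowed to this reading after the values were seen.

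*NIA2* was called up in *lsm1a lsm1b*. With 21 bases in common, the reads that its paralog *NIA1* could share came to 0% of the gain. With 15 bases, the shortest read kept, they came to 11.0% if the reads lie evenly over *NIA1*, which was not tested. Shared reads in that proportion do not account for the gain. Without replicate 3 of the mutant, its log2 fold change was 0.565 (adjusted p = 0.0947, with adjusted p-values from 3.38e-20 to 0.353 over all alternatives), and all 3 mutant libraries were above the 3 wild-type libraries. The difference may rest on that one library, which also had the highest count of *NIA1*.

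In the set of *ahg2-1*, 6 protein-coding genes had reads in all 18 libraries and few in the other 14 day-old set. They were *ABCG35* (AT1G15210), AT2G14270, AT3G17350, *PIRL4* (AT4G35470), AT5G04810 and AT1G62981, and were chosen after their values were seen. *ABCG35* had 405 to 758 reads in this set and 6 to 19 in the set of *lsm1a lsm1b*. In the exons of the first 5 genes, 1 exact sequence of 15 bases was shared, CTTCTCCTTCCTCTA, and 0 of 1000 random lists of 5 genes shared one. The sequence has 7 sites in the genome, all in exons. The sites outside these 5 genes lie in AT2G01010 and AT3G41768. These had 1253470 to 1538140 and 1313928 to 1610714 reads in this set, and up to 1603338 and 1694713 in the set of *lsm1a lsm1b*. The mean counts of AT2G14270, AT3G17350 and AT5G04810 were 0.990, 0.978 and 1.01 times that of *ABCG35*, and *PIRL4* had 2.05 times as many. A candidate explanation is that one short read sequence, counted at each place it maps to, makes up the counts of *ABCG35*, AT2G14270, AT3G17350 and AT5G04810 in every genotype of that set including Col-0 (2). *PIRL4* has 1 site as well, and one sequence does not account for its higher count. No biological explanation was tested, since all genotypes of the set share the pattern.

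Some genes were at the floor in a single genotype and had at least 5 reads in every library of the others in the 14 day-old sets. *DEG6* had 0 reads in Col-0 (2) and 27 to 39 in Col-0 (1), and *ORP3C* (AT5G59420) had 1 to 3 reads in Col-0 (2). AT1G09260, AT1G58889 and AT1G59265 were at the floor in *ahg2-1*, AT3G07775 and AT3G57480 in *rsr1-2*, and *BAM4* (AT5G55700) in *ncb-4*. Among genes up in any mutant, 7 were up in all 4 mutants of the set of *lsm1a lsm1b*, of which 5 were pseudogenes or transposable elements. In the set of *ahg2-1*, 6 were up in all 5 mutants, of which 2 were.

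Replicate 2 of *upf1-5* lay between the other replicates of *upf1-5* and *upf3-1*. AT4G03765 had 10, 193 and 27 reads in the *upf1-5* replicates and 279, 170 and 319 in *upf3-1*. AT2G06995 had 47, 8 and 60 reads and 1, 2 and 2. In Col-0 (1) the counts were 178, 207 and 181 and 1, 2 and 2, so for these 2 genes replicate 2 was near the wild type as well. The same holds for others, such as AT3G02610 (23 reads against 14, 19 and 20) and AT4G02420 (37 against 36, 51 and 32). Over the 75 genes that were higher in Col-0 (1) than in replicates 1 and 3, which are a separate choice, its median position towards Col-0 (1) was -0.0758, and over the 8 that were lower it was 0.184. Over 12 genes that were higher in *upf3-1* than in replicates 1 and 3, the median position of replicate 2 was 0.602 on a scale from 0 for these replicates to 1 for *upf3-1*. Over 14 genes that were lower it was 0.711. The same position was computed for every library towards every other genotype, and for the higher genes 1 of 151 combinations was as far, the one in question, while the next was 0.428. For the lower genes 2 of 149 were as far. The spread that other libraries show therefore does not account for the position over the higher genes. A sample mixed with *upf3-1* at a constant share should give the same position in both directions. They differed by less than resampling gives (permutation p = 0.288 of 100000 resamples), but with libraries scaled to their totals the positions were 0.518 and 0.881 (permutation p = 0.00844). Resampling takes the genes as independent, while AT4G06250 and AT4G06310, among the lower genes, had nearly identical counts. A mixed sample may be the source of the counts of replicate 2, and the tests leave this open, so that no biological explanation can be told apart from it. In simulated mixtures of 0, 0.3, 0.6 and 0.9, the method returned shares within 0.0878 of the true ones. Of the 144 genes up in *upf1-5*, 92 (63.9%) were also up in *upf3-1*. Without replicate 2, 76 genes were up in *upf1-5*, of which 39 (51.3%) were also up in *upf3-1* and 57 were among the 144. Without replicates 1 and 3 this share was 77.2% and 70.8%. The genes down did not set replicate 2 apart. Of these, 85.2%, 80.1% and 80.2% were also down in *upf3-1* without replicates 1, 2 and 3.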
